# Differential gene analysis during the development of obliterative bronchiolitis in a murine orthotopic lung transplantation model: A comprehensive transcriptome-based analysis

**DOI:** 10.1371/journal.pone.0232884

**Published:** 2020-05-08

**Authors:** Atsushi Hata, Hidemi Suzuki, Takahiro Nakajima, Taiki Fujiwara, Yuki Shiina, Taisuke Kaiho, Takahide Toyoda, Terunaga Inage, Takamasa Ito, Yuichi Sakairi, Hajime Tamura, Hironobu Wada, Yoshito Yamada, Masako Chiyo, Keisuke Matsusaka, Masaki Fukuyo, Ken-ichi Shinohara, Sakae Itoga, Shinichiro Motohashi, Kazuyuki Matsushita, Atsushi Kaneda, Ichiro Yoshino

## Abstract

**Background:**

Obliterative bronchiolitis (OB) is a known issue during minor histocompatibility antigen (mHA) disparity during lung transplantation. This study evaluated gene expression in a murine orthotropic lung transplantation model using microarray analysis.

**Methods:**

Left lungs from C57BL/10(H-2^b^) donor mice were transplanted into mHA-mismatched C57BL/6(H-2^b^) recipient mice. Three groups (OB, non-OB, and sham controls) were confirmed pathologically and analyzed. Gene expression changes in the lung grafts were determined by microarray and immunohistochemical staining, and genes were verified by quantitative PCR in the lungs and mediastinal lymph nodes (LNs).

**Results:**

A total of 1343 genes were upregulated in the OB lungs compared to the sham group. Significant upregulation was observed for genes related to innate, e.g. *Tlr2 and CCL3* and adaptive immunity, e.g. *H2-ab1* and *Il-21*. Positive labeling for MHC class II antigen was observed in the bronchial epithelium of OB accompanied with B cells. We found increased *Tlr2*, *Ccl3*, *H2-ab1*, *Il-21*, *Ighg3*, *Ifng*, and *Pdcd1* mRNA expression in the OB lung, and increased *Il-21*, *Ighg3*, and *Pdcd1* expression in the OB LNs.

**Conclusions:**

Adaptive and innate immune reactions were involved in OB after lung transplantation, and genetic examination of related genes could be used for detection of OB.

## Introduction

Bronchiolitis obliterans syndrome (BOS), a major form of chronic lung allograft dysfunction, has the greatest impact on the long-term survival of lung transplant patients [1, 2]. Various pathologies have been associated with BOS, including innate immune system activation, acute cellular rejection, autoimmunity, and antibody-mediated rejection (AMR) via donor specific antibodies [3–7]. Current therapeutic options, such as macrolide antibiotic treatment and immunosuppressants, have been shown to stabilize pulmonary function [2, 8, 9]. Unfortunately, despite numerous studies concerning the development, progression, and treatment of BOS, the detailed mechanisms underlying pathogenesis have not been fully elucidated.

BOS is characterized by obliterative bronchiolitis (OB), or the fibrous remodeling of the small peripheral airways [10]. However, OB distribution is patchy and discontinuous making the histological detection difficult using traditional transbronchial biopsies (TBBs) [5, 11, 12]. Comprehensive gene expression analysis using microarray technology has also recently been conducted to detect OB [13–16]. Of these studies, two analyzed human bronchoalveolar lavage samples [14, 15], while the another focused on murine heterotopic trachea transplants [13, 17]. Only one report described OB detection in a rat orthotopic lung transplantation model [16].

Recently, we developed a murine OB orthotopic lung transplantation model [18]. Briefly, when lungs from C57BL/10(H2^b^) mice were transplanted orthotopically into minor histocompatibility antigen (mHA)-mismatched C57BL/6(H2^b^) mice, OB occurred by day 21 post-transplantation in approximately 50% of the recipients [19]. This and other orthotopic lung transplantation models are ideal for evaluating clinical situations. Their use is essential to understand the mechanisms underlying OB pathogenesis.

In this study, we investigated OB in our recently established murine orthotopic lung transplantation model using microarray analysis to evaluate mRNA expression changes and to search for novel disease biomarkers. As this model is new, the present study provides important insight into OB progression after lung transplantation.

## Materials and methods

Detailed information regarding the methods used in this study is provided in the Supplemental Material and Methods. The study design is shown in Fig 1.

**Fig 1:**
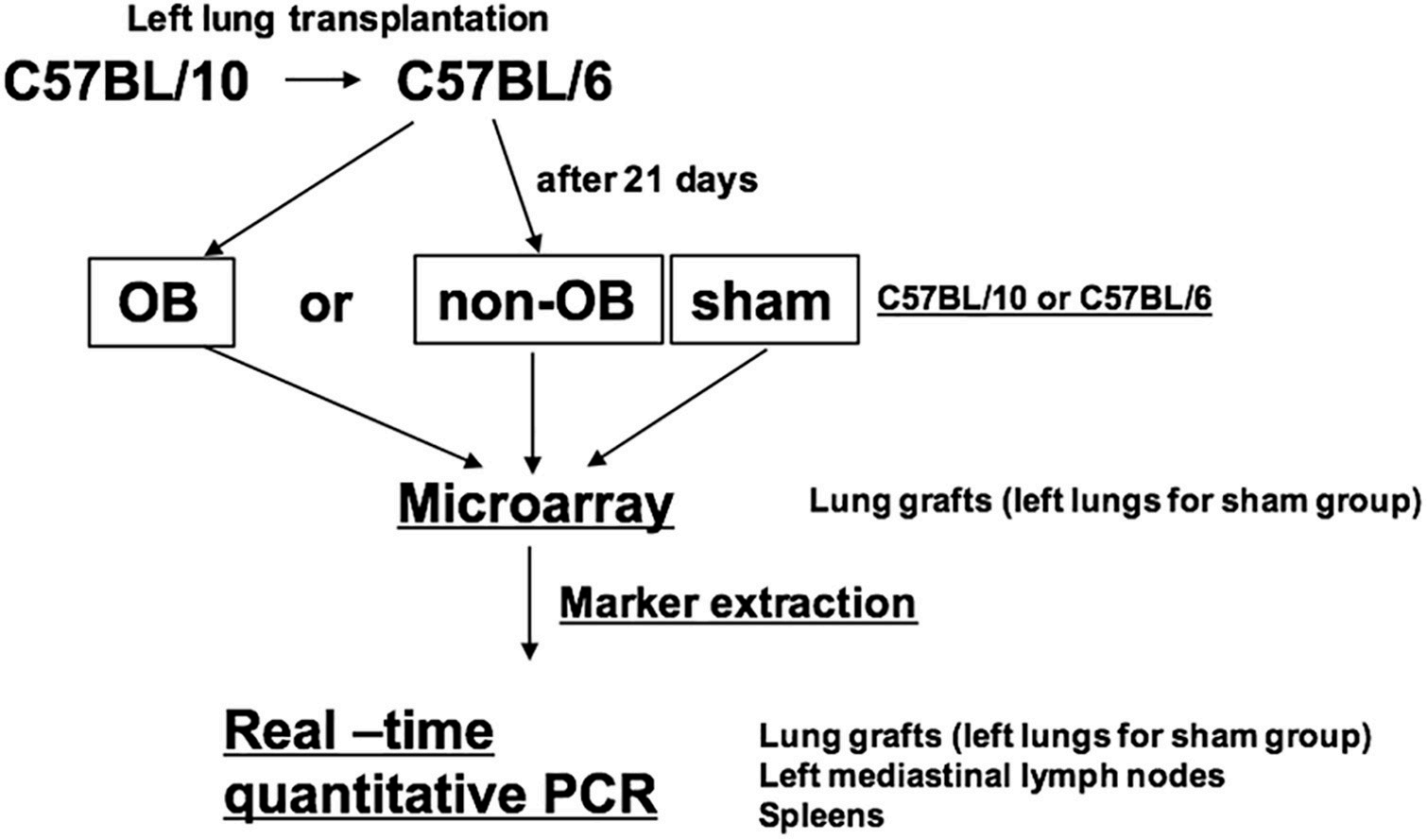
Study design. Left lung from C57BL/10 inbred mice were orthotopically transplanted into minor histocompatibility antigen mismatched C57BL/6 mice. Both inbred mice were used for sham. The transplanted lung grafts were harvested and classified into OB or non-OB by pathological examination at 21th day post transplantation. The left lungs of shams were also harvested at the same time. Three samples in each group (total 9 lungs) were subjected individually to microarray analysis. After representative OB marker genes were extracted from microarray analysis, real-time quantitative PCR were performed for lungs, left mediastinal lymph nodes, and spleens using at least 5 animals for each group.

### Animals

Specific pathogen-free male inbred C57BL/6 (H2^b^) and C57BL/10(H2^b^) mice were purchased from CLEA Japan, Inc. (Tokyo, Japan) and the Central Institute for Experimental Animals (Kanagawa, Japan), respectively. They were housed at the Biomedical Research Center at Chiba University School of Medicine in accordance with institutional guidelines. C57BL/10 (H2^b^) were used as donors and C57BL/6(H2^b^) as recipients at 8–12 weeks of age (body weight, 24–32 g). Inbred C57BL/6(H2^b^) and C57BL/10(H2^b^) mice were housed at the Biomedical Research Center at Chiba University School of Medicine in accordance with institutional guidelines. Both strains were used as donors and/or recipients.

### Surgical technique

Orthotopic transplantation was performed as previously described [18] and also described in Suppremental Materials and Methods. C57BL/10 (H2^b^) were used as donors and C57BL/6(H2^b^) as recipients and only thoracotomy was performed for the sham group. C57BL/10 and C57BL/6 are used for sham group. The transplanted lung grafts and the left lungs in the sham group were harvested on day 21 post-surgery along with mediastinal lymph nodes (LNs) and spleens. This study was approved by the Institute for Animal Care at Chiba University (approval code: A29-103) and was performed in compliance with the Guide for the Care and Use of Laboratory Animals (National Institutes of Health publication 86–23, revised 1996). All researchers engaged in the animal procedure take institutional annual training for animal care and handling. All surgical procedures were performed utilizing sterile technique. No antibiotics are given to both donor and recipient mice. Induction of anesthesia of the donor mouse is initiated with 5% Isoflurane. The mouse is orotracheally intubated with a 20-gauge intravenous catheter and then placed on a rodent ventilator, using 100% oxygen at rate of 125 breaths/minute and approximately 0.5 ml tidal volume (2% of its body weight). The animals are maintained under general anesthesia with a mixture of isoflurane and oxygen. The donor and recipient mice are placed prepped with 70% alcohol before incision. Buprenorphine (0.05–0.15 mg/kg) was administered immediately after surgery and every 8 hours for 2–3 days post-surgery to reduce pain and all efforts were made to minimize suffering. Animals will be monitored every day for signs of respiratory difficulty, weight loss, any development of a moribund state. Greater than 15% weight loss from pre-operative weights, lack of food and/or water consumption for more than 48 hours or extreme lethargy will be considered as humane endpoints. If it is decided to euthanize the animal, it will be euthanized under anesthesia and the transplanted graft will be harvested at that time point. Euthanasia was performed by cervical dislocation under deep anesthesia induced by isoflurane or CO2. We performed 12 transplantations using 24 mice and used 6 mice for sham group. Only one mouse after transplantation was euthanized because of respiratory difficulty at 2POD (It was excluded in this study). No mice died before meeting criteria for euthanasia.

### Pathological evaluation

Lung grafts were harvested on day 21 post-surgery, fixed in glutaraldehyde, and paraffin embedded. Each lung was sectioned and stained with hematoxylin/eosin and Masson Trichrome stain to evaluate the presence of airway fibrosis and to diagnose OB. The analysis was performed by two independent investigators (AH and SH) in conjunction with an experienced pathologist (MK), as described previously [19].

### RNA extraction

Only animals diagnosed histologically were subjected to the gene expression analysis for each group. All samples were immediately frozen at -80°C with Allprotect Tissue Reagent (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. Total RNA from each sample was isolated by homogenization of the frozen tissue and purified.

### Comprehensive microarray analysis

Independently purified mRNA from individual representative mice of OB(n = 3), non-OB(n = 3), and sham mice(n = 3) was subjected to microarray analysis using an Agilent SurePrint G3 Mouse Gene Expression 8X 60K array (Agilent Technologies). The scanned images were analyzed with Feature Extraction Software 12.0.3.1(Agilent) using the default parameters to obtain background subtracted and spatially detrended processed signal intensities. The processed signal intensities were then normalized using the global scaling method. The microarray data have been lodged in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) as accession number: GSE137169.

### Hierarchical clustering analysis

Hierarchical clustering was carried out based on the city-block distance and complete linkage clustering algorithms in both sample and probe directions using Cluster 3.0 software [20]. The heat map was drawn using Java Tree View software [21].

### Identification of upregulated and downregulated transcripts in OB

To identify regulated transcripts in the OB samples, gene expression was compared to the sham group and the fold change for each gene was calculated. Student’s *t* tests were performed on normalized data processed with log2 transformation of the normalized signal intensities. The thresholds used to determine differential transcript expression were a mean fold change ≥ 2-fold or ≤0.5-fold and a *P* value <0.05 (S1 Fig). This analysis identified 2,169 upregulated transcripts in the OB samples compared to the sham. To compare the OB samples to the non-OB samples, these 2,164 upregulated transcripts were again analyzed in terms of their fold change and Student’s *t*-tests (*P* < 0.05). Gene ontology (GO) term in biological processes (GOTERM_BP_FAT) enrichment was then analyzed for the extracted gene lists using the Functional Annotation tool at DAVID Bioinformatics Resources (http://david.abcc.ncifcrf.gov/). A significant change in the GO analysis was set at *P* < 1.0 × 10^−5^.

### Quantitative real-time PCR

For validation with additional samples (n = 5–6 each), we verified the expression of toll like receptor 2 (*Tlr2*), C-C motif chemokine ligand 3 (*Ccl3*), histocompatibility 2, class II antigen A, beta 1 (*H2-ab1*), interleukin-21 (*Il-21*), immunoglobulin heavy constant gamma 3 (*Ighg3*), interferon gamma (*Ifng*), programmed cell death 1 (*Pdcd1*), and programmed cell death 1 ligand 1 (*Pdcd1lg1*) in the LN, spleen, and lung samples. These genes were related to significantly enriched GO term in OB or representative genes of cellular or humoral rejection. The cDNA was then amplified using primers purchased from Qiagen (listed in S1 Table) in conjunction with a QuantiTect SYBR Green PCR kit (Qiagen). Quantification of gene expression was performed with a sequence-detection system (CFX96 Touch^™^ Real-Time PCR Detection System; Bio-Rad Laboratories, Hercules, CA) according to the manufacturer’s protocol. Target gene mRNA expression was calculated with calibration curves for each individual gene using standard samples and was normalized to that of the housekeeping gene beta-actin (*Actb*). The experiment was duplicated, and the mean and standard error were calculated.

### Immunohistochemical staining

Tissue staining was then performed with the following primary antibodies per the manufacturer’s protocols: rat monoclonal anti-H2-Ab1 antibody (#77–190; Prosci Inc, Poway, USA), rabbit monoclonal anti-CD3 antibody (#ab16669; Abcam plc, Cambridge, UK), rat monoclonal anti-CD45R/B220 antibody (#MCA1258G; Bio-Rad Laboratories).

### Statistical analysis

Differences in gene expression by qPCR were tested individually using the Steel test. The expression in the sham group was used as a control. Statistical analysis was performed using JMP (version 15.0). *P* < 0.05 was considered statistically significant. Hierarchical clustering was performed using Cluster 3.0 software [20]. The heat maps were drawn with Java Tree View software [21].

## Results

### Evaluation of the murine orthotopic lung transplantation model

The histology of the left lungs in the sham, non-OB, and OB groups are shown in Fig 2. None of the morphological changes in the OB and non-OB groups were observed in the sham-treated mice (Fig 2A, 2D and 2G). Fibrotic polyps were observed in the bronchi of the mice with OB following orthotopic lung transplantation (Fig 2F and 2I). Polyp formation was also accompanied by an increased number of infiltrating lymphocytes and macrophages. Alternatively, in the non-OB mice, normal lung morphology was maintained, although an increased number of mononuclear cells was observed around the bronchi (Fig 2B, 2E and 2H).

**Fig 2:**
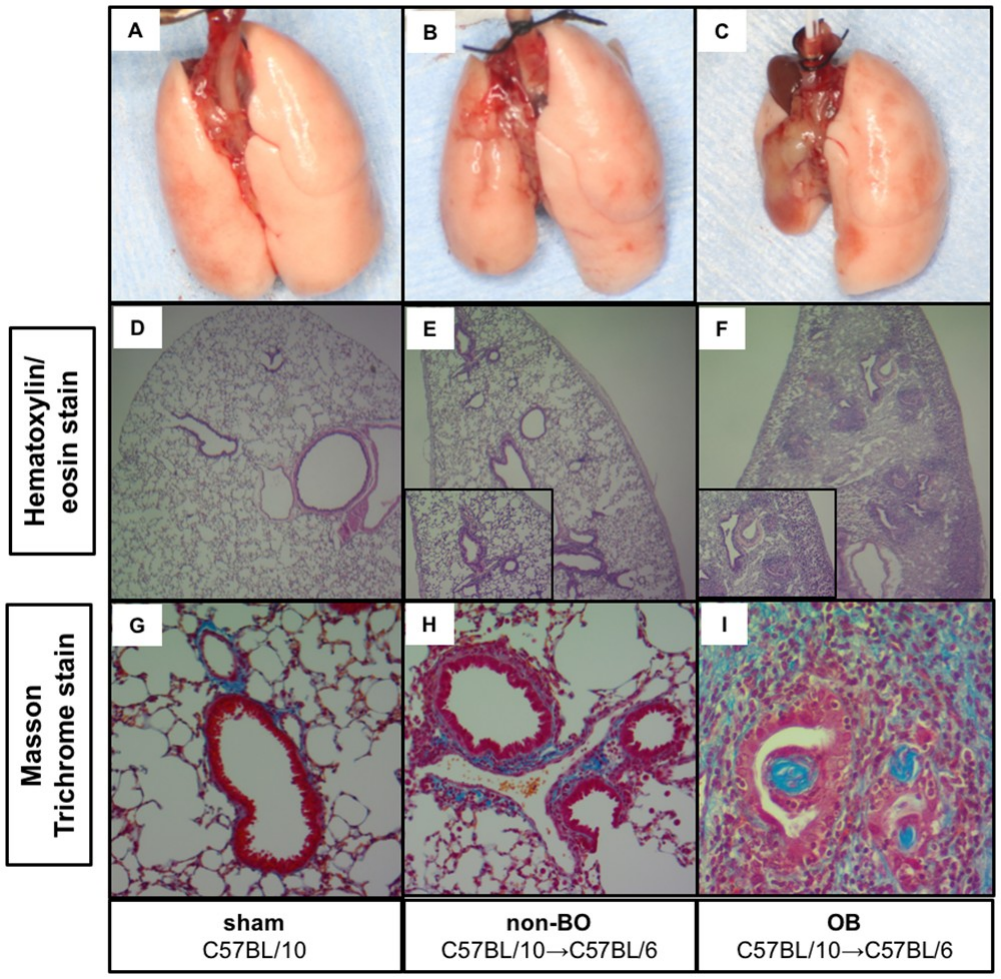
Histological feature of the lung grafts for each experimental group. Representative macroscopy (A-C), hematoxylin/eosin stained tissue (D-F), and Masson trichrome stained (G-I) images for the sham (A, D, G), non-OB (B, E, H), and OB (C, F, I) groups. Black arrow indicates transplanted left lungs in OB and non-OB. Compared to the sham group, the non-OB lung grafts had relatively normal morphology with a slight increase in the number of inflammatory cells, while the OB lung grafts had severe fibrosis, infiltrating inflammatory cells, and fibrotic polyps in the bronchi.

Bronchial epithelial cells and mononuclear cells, such as macrophages, had intense positive staining for H2-Ab1 in the transplant mice with OB (Fig 3). Indeed, many infiltrating lymphocytes were observed around the bronchi that had fibrotic polyps, and they were positive for CD3 or CD45R/B220, which suggests the presence of B cells and T cells. In the non-OB transplant mice, H2-Ab1 staining in the bronchial epithelium was also observed as well as CD3, CD45R/B220 in the inflammatory cells. However, this staining was qualitatively less intense compared to that in the OB lungs. No positive staining was observed for these antibodies in the sham group.

**Fig 3:**
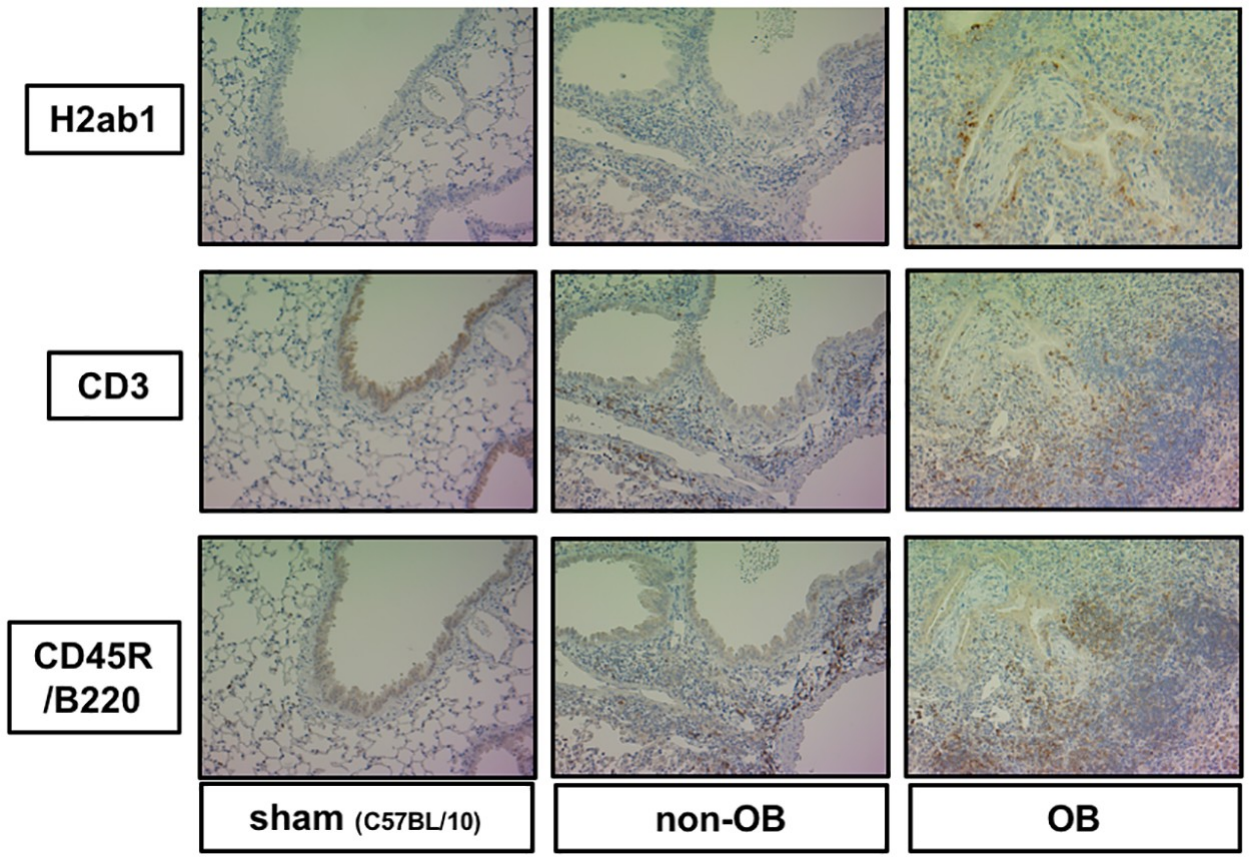
Representative immunohistochemical photomicrographs from allografts and lungs for the three experimental groups. (A-C) H2-ab1, an MHC class II molecule, is intensely expressed in the bronchial epithelium in the bronchi of OB mice. Infiltrating lymphocytes were stained with CD3 (D-F), the common receptor for T cells, or CD45R/B220 (G-I), the common receptor for B cells (J-L).

### Differential gene expression in lungs with OB after transplantation

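Gene expression was measured on 9 arrays, 1 for each of 3 OB lung grafts, 3 non-OB lung grafts and 3 left lungs of sham-operated mice, all harvested at day 21. The arrays were Agilent 1-colour mouse arrays, on which cRNA labelled with a single dye is hybridised to probes, so that the brightness of a spot stands for the abundance of 1 transcript. The authors extracted the scanned images with Agilent's Feature Extraction software, which subtracts the background and corrects for position on the array. They then multiplied each array by 1 factor so that the mean of its probe intensities, trimmed by 2% at each end, became 2500. The factors computed here from the deposited processed signals lay between 1.24 and 2.05, and the scaled values equalled the authors' own value table within a relative difference of 5e-10. Each array held 62976 spots, of which 59305 were not controls. The spots of a probe that was printed more than once were averaged, spots that the software marked as outliers were left out, and 56601 probes were tested. The share of spots well above background was 61.8%, 68.4% and 61.9% on the OB arrays, 65.8%, 58.6% and 69.6% on the non-OB arrays and 65.3%, 65.9% and 67.1% on the sham arrays, and no spot was saturated. The 9 arrays lay on 4 slides. Slide 1 held OB 1, non-OB 1, sham 1 and sham 2, slide 2 held OB 2 and non-OB 3, slide 3 held OB 3 and non-OB 2, and slide 4 held sham 3. S2 Fig names sham 1 as a C57BL/10 lung and sham 2 and sham 3 as C57BL/6 lungs, whereas the sample labels give a C57BL/10 donor and a C57BL/6 recipient for all 9 arrays, and the strains of S2 Fig are used here. The log2 values of the 9 arrays were fitted with 1 mean per group in limma, a linear model that shares information on the spread across probes. A transcript was called at an adjusted p under 0.05 (Benjamini-Hochberg adjustment over all tested probes) and a change of at least 2 times between the group means, with no fold threshold for OB against non-OB. The number of arrays, 3 per group, limits the precision of each value.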

To get a broad understanding of gene expression, an unsupervised two-way hierarchical clustering analysis was performed on the whole lung grafts (S2 Fig). 

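The log2 values of the 3 sham lungs were closely related across the tested probes, with a correlation of 0.984 between the C57BL/10 lung (sham 1) and the first C57BL/6 lung (sham 2), 0.981 between sham 1 and the other C57BL/6 lung (sham 3), and 0.982 between the 2 C57BL/6 lungs. Between a sham lung and an allograft the correlation lay between 0.949 and 0.971. These correlations are across probes, which are not independent replicates. When the single C57BL/10 lung was set against the 2 C57BL/6 lungs in limma, with its spread assumed to equal that of the other groups, 4 transcripts were called higher and 6 lower, and 1126 and 901 had an unadjusted p under 0.05. One of the lower transcripts, named here after its values were seen, was *Tlr4*, which was not well above background in the C57BL/10 lung and was at least 21.8-fold lower there than in the C57BL/6 lungs (adjusted p = 0.00656 from limma).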

As the lungs from both inbred mouse strains showed similar profiles after the sham surgery, both types were used as controls.

A volcano plot is shown in Fig 4, giving an overview of the regulated genes in the OB group. 

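Of the 56601 probes, 4839 were higher and 6351 lower in the OB group than in the sham group at an unadjusted p under 0.05 in limma, and the smallest adjusted p was 0.00012. The balance of the 2 directions depended on the scaling, since 5942 were higher and 5254 lower when the arrays were scaled to their 75th percentile. In 36.2% of all probes the 3 OB arrays and the 3 sham arrays did not overlap, against 10% by chance. The median log2 change of all probes was 0.08, so that the 2 directions were centred close to 0. Among the called transcripts the median log2 change was 2.03 for those higher in OB and -1.52 for those lower in OB, and in each of them all 3 OB arrays lay on one side of all 3 sham arrays.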

Compared to the sham group, there were 2,169 transcripts (1,343 genes) upregulated in the OB mice (S2 Table). These genes appear to be highly related to the innate (e.g. *Tlr2* and *CCL3*) and adaptive immune responses (e.g. *H2Ab-1* and *Il-21*), as highlighted by our GO term enrichment analysis (Fig 5A). 

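In limma, 1539 transcripts were called higher in the OB group than in the sham group. Of these, 1150 could be named through RefSeq and they belonged to 948 genes. Among the genes named through RefSeq, the largest fitted rises with all 3 OB arrays well above background were at *Ubd*, *Cxcl9*, *1810009J06Rik*, *Ccl1* and *Ccl20*. *Cxcl9*, a chemokine induced by interferon gamma, rose from 4.86 ± 0.11 (SD, n = 3) on the log2 scale in the sham group to 13.86 ± 0.29 (SD, n = 3) in the OB group, a log2 fold change of 9.00 (SE 0.36, adjusted p = 0.00012 from limma). *Ubd* and *1810009J06Rik* were not well above background on any sham array, so that only a bound can be given, and they were at least 378-fold and at least 35.6-fold higher in OB. Each bound sets the mean of the brighter group against the lowest signal that was well above background on the arrays of the dimmer group, or against the probe's own signal where that was higher. *Ccl1* was well above background on 1 sham array and *Ccl20* on 2, and their log2 fold changes were 7.16 (SE 0.58) and 7.02 (SE 0.70). The alternative that moved the count most was a fit with the slide as a block, in which slide 1 alone holds both OB and sham arrays, and which called 4 transcripts. Without sham 2 the count was 727.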

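*Tlr2* (NM_011905), which encodes a receptor of innate immunity for bacterial lipoproteins, was at 11.86 ± 0.05 (SD, n = 3) on the log2 scale in the OB group and 10.69 ± 0.19 (SD, n = 3) in the sham group. Its log2 fold change was 1.16 (SE 0.18, adjusted p = 0.0111 from limma). It was higher on 3 of 3 OB arrays than on every sham array. Only 24 of 28 alternative settings kept the call. Among those that lost it were the C57BL/10 sham alone and the fit without sham 2 (adjusted p = 0.0558 from limma). *Ccl3* (NM_011337), a chemokine that attracts leukocytes, was at 10.39 ± 0.30 (SD, n = 3) in OB and 7.32 ± 0.09 (SD, n = 3) in sham, a log2 fold change of 3.07 (SE 0.24, adjusted p = 0.00138 from limma). *H2-Ab1* (NM_207105), the beta chain of an MHC class II molecule, was abundant in both groups, with 17.64 ± 0.18 (SD, n = 3) in OB and 16.01 ± 0.19 (SD, n = 3) in sham. Its log2 fold change was 1.63 (SE 0.20, adjusted p = 0.00477 from limma), and all 3 of its other probes were called higher as well. *Il21* (NM_001291041), a cytokine of helper T cells, was at 6.66 ± 0.31 (SD, n = 3) in OB and not well above background on any sham array. It was at least 6.11-fold higher in OB (adjusted p = 0.000818 from limma), whereas its second probe showed no such rise, with a log2 fold change of -0.80 (adjusted p = 0.462 from limma). With the slide as a block none of these 4 genes was called. Over 28 alternative settings the fitted log2 fold changes stayed at or above 1.06 for *Tlr2*, 2.44 for *Ccl3*, 1.51 for *H2-Ab1* and 1.02 for *Il21*. From the GO terms enriched among the upregulated genes, the paper proposes that they are highly related to innate and adaptive immunity. The enrichment itself was not repeated, since no GO annotation was used here, and lists of marker genes written beforehand were tested in its place.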

Notably, the innate immune response includes natural killer (NK) cell-mediated immunity and the toll-like receptor (TLR) signaling pathway, both of which involve genes that were upregulated in the OB tissues. In contrast, the adaptive immune response appears to be mainly related to genes involved in the presentation of MHC class II molecules during B cells and T cell activation as well as those involved in the immunoglobulin-mediated immune response.

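The gene lists were tested with limma's camera, which compares the changes of the genes of a list with those of all other genes at a preset correlation between genes. Of 29 lists, 13 were called higher and 7 lower in OB than in sham. Of these 20 lists, 19 were also called by fry, a rotation test of each list on its own, and with a correlation estimated for each list the count fell to 2, the chemokine list and the MHC class I list. The toll-like receptor list of 25 genes had a median log2 change of 0.43 (adjusted p = 2.33e-04 from camera), and 9 of its genes were called higher, with all 3 OB arrays above all sham arrays in the mean of the list. *Tlr4* had no call (log2 fold change 1.10, SE 1.52) and was well above background on 2 of 3 sham arrays. The sign of its change rested on sham 1, the array where it was not, and without sham 1 the log2 fold change was -1.05. The natural killer cell list of 19 genes had a median log2 change of 0.03 and a mean of 0.33, which was not past the threshold (adjusted p = 0.129 from camera), and over its alternatives the adjusted p ranged from 0.0216 to 0.608. Its genes went both ways. *Nkg7* and *Klrd1* rose by log2 fold changes of 2.07 (SE 0.26, adjusted p = 0.0053 from limma) and 1.49 (SE 0.20, adjusted p = 0.00641 from limma), both of them genes that cytotoxic T cells express as well. *Gzma* changed by -1.47 (SE 0.21, adjusted p = 0.0078 from limma), a call that was lost against the C57BL/10 sham alone, while *Prf1* and *Gzmb*, with log2 fold changes of 0.03 and -0.38, were not called.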

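The MHC class II list of 12 genes had a median log2 change of 2.03 in OB against sham (adjusted p = 1.99e-14 from camera), and 11 of its genes were called higher. *Ciita*, the master regulator of MHC class II expression, had a log2 fold change of 2.34 (SE 0.36, adjusted p = 0.0108 from limma), a call that was lost without sham 2. The T cell list of 24 genes had a median log2 change of 2.32 (adjusted p = 2.3e-22 from camera) with 22 genes called higher, among them *Cd3e* at 2.06 (SE 0.23), *Cd8a* at 3.03 (SE 0.40) and *Cd4* at 1.07 (SE 0.24, adjusted p = 0.0394 from limma). The call of *Cd4* was lost in 16 of 28 alternative settings. In the mean of both lists all 3 OB arrays lay above all sham arrays. For B cells the change was smaller than the spread between replicates. The B cell list of 18 genes had a median log2 change of -0.10 and a mean of 0.17, which differ in sign, and was not called (adjusted p = 0.444 from camera), apart from the setting with the C57BL/10 sham alone (median 0.59). Over all alternatives its adjusted p ranged from 0.00136 to 0.979. The plasma cell list of 10 genes had a median log2 change of 1.22 (adjusted p = 0.00104 from camera).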

**Fig 4:**
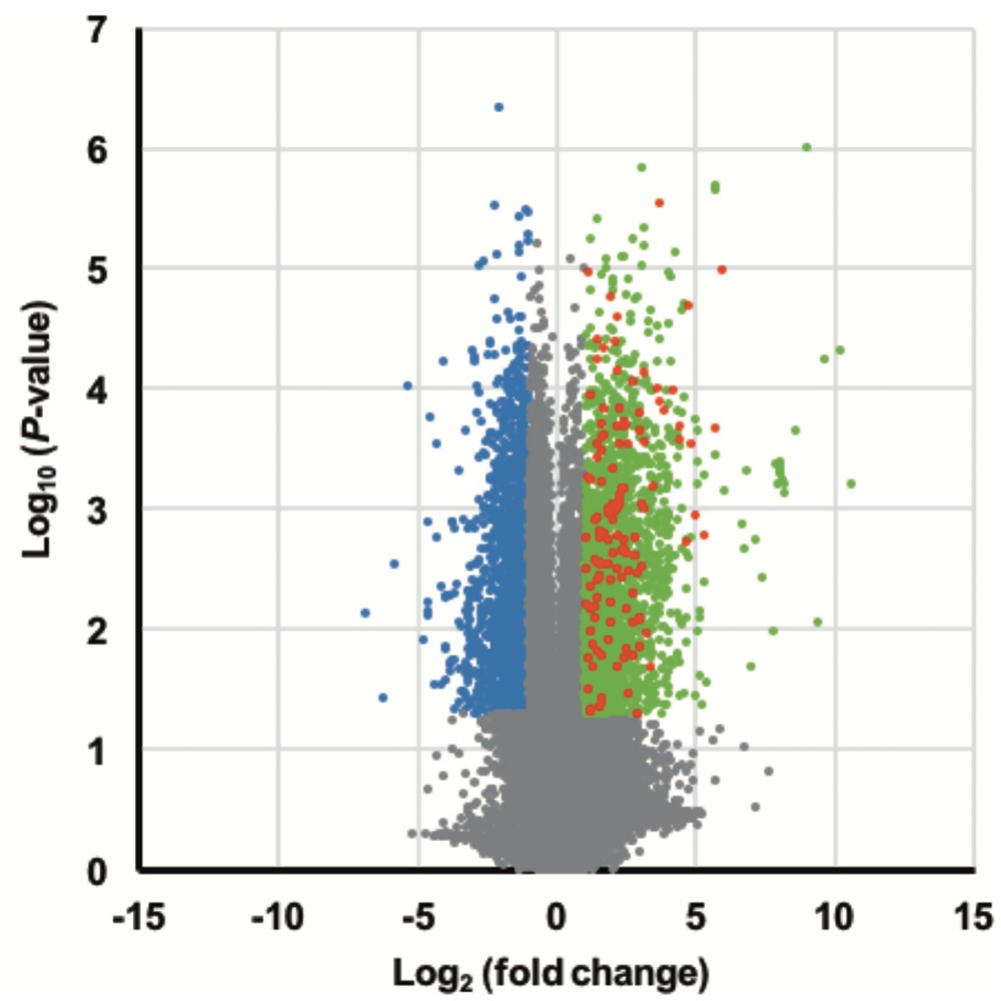
Volcano plot of differential gene expression in the OB lung grafts. The differences in the mean signal intensities are shown using several colors: blue, downregulated compared to the expression in sham surgery grafts; green, upregulated compared to the expression in sham surgery grafts; red, upregulated compared to the expression in non-OB lung grafts.

**Fig 5:**
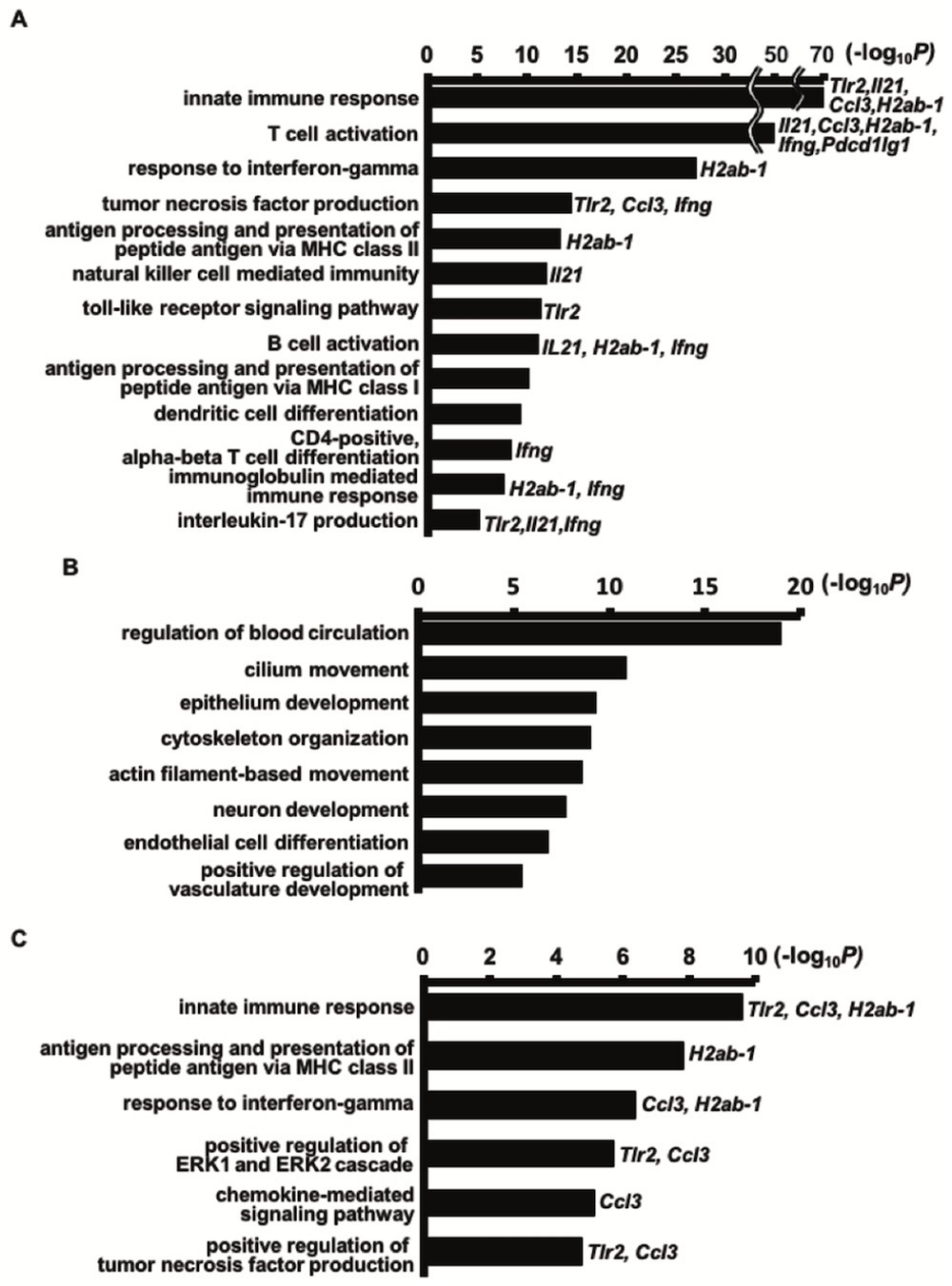
Functional analysis of the regulated genes in the OB lung grafts. Lung grafts were harvested at day 21 after lung transplantation, and their regulated genes were identified by microarray analysis. A mean fold change greater than 2.0 or less than 0.5 compared to the sham was required. Significance was set at *P* < 0.05. Upregulated (A) and downregulated (B) genes are shown compared to the sham group, as well as the upregulated genes compared to the non-OB group (*P* < 0.05) (C). Representative upregulated genes are indicated next to each gene ontology (GO) term bar.

Furthermore, compared to the sham group, 2,225 transcripts (1,587 genes) were downregulated in the OB mice (S3 Table). These genes appear to be largely related to cilium movement, epithelium development, and endothelial cell differentiation (Fig 5B). It is also important to note that 127 transcripts (95 genes) were upregulated in the OB group compared to the non-OB group (S4 Table), with the majority of the genes being related to innate immunity as well as the processes of antigen processing and presentation of MHC class II molecules (Fig 5C). These data indicate that while the non-OB group may have some altered gene expression following lung transplantation, the immune response is not as activated as that in the OB group.

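In limma, 1376 transcripts were called lower in the OB group than in the sham group. Of these, 1159 could be named through RefSeq and they belonged to 963 genes. Among the genes named through RefSeq, the largest fitted falls were at *Mybphl*, *Nppa*, *Csrp3*, *Hamp* and *Myl7*, and *Nppa*, *Csrp3* and *Myl7* are members of the cardiac muscle list. *Nppa* went from 11.06 ± 1.93 (SD, n = 3) on the log2 scale in sham to 5.43 ± 0.06 (SD, n = 3) in OB, a log2 fold change of -5.63 (SE 0.84, adjusted p = 0.00921 from limma). *Mybphl* was not well above background on any OB array and was at least 24.6-fold lower there. The log2 fold changes were -5.49 (SE 1.20, adjusted p = 0.0363 from limma) at *Csrp3*, which 16 of 28 alternative settings did not call, -4.91 (SE 0.68) at *Hamp* and -4.84 (SE 0.93) at *Myl7*. *Csrp3* and *Hamp* were well above background on 1 of the 3 OB arrays. Against the C57BL/10 sham lung alone *Nppa* kept its call and the other genes named here lost theirs. With the slide as a block no transcript was called lower in limma, although 7052 had an unadjusted p under 0.05, and without sham 2 the count was 357.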

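The cilium movement list of 27 genes, which holds dyneins and other parts of motile cilia, had a median log2 change of -1.28 in OB against sham (adjusted p = 3.68e-09 from camera), with 26 genes lower and 6 of them called. *Foxj1*, the main transcription factor of ciliated cells, changed by -0.99 (SE 0.35), which was not past the threshold (adjusted p = 0.162 from limma). Among the lists of epithelial cells, the median log2 change was -1.18 for alveolar type 1 cells (14 genes, adjusted p = 7.91e-10 from camera), -1.80 for club cells (12 genes, adjusted p = 4.96e-04) and -1.20 for mesothelial cells, which line the surface of the lung (12 genes, adjusted p = 3.48e-04). The alveolar type 2 list of 15 genes did not change detectably, with a median log2 change of -0.03 (adjusted p = 0.798 from camera) that became 0.03 when the arrays were scaled to their 75th percentile. The club cell gene *Scgb1a1* varied among the OB arrays, at 16.86 ± 2.32 (SD, n = 3) against 18.59 ± 0.11 (SD, n = 3) in sham, and was not called. The endothelial cell list of 24 genes had a median log2 change of -1.37 (adjusted p = 1.46e-13 from camera), with all 24 genes lower and 18 called. Its gene *Cdh5* changed by -1.48 (SE 0.19, adjusted p = 0.00573 from limma) and *Pecam1* by -0.92 (SE 0.25, adjusted p = 0.0736). In the means of the cilium, type 1, club, mesothelial and endothelial lists all 3 OB arrays lay below all sham arrays.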

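Among the 1539 transcripts called higher in OB than in sham, 102 were also higher in OB than in non-OB at an unadjusted p under 0.05 in limma, and they belonged to 66 named genes. Another 5 were lower in OB than in non-OB. Adjusted over the list alone, none of the 102 passed the threshold and the smallest adjusted p was 0.0668. The list was chosen on the same OB arrays, so that this adjustment is not independent evidence. The same selection turned round, with the non-OB group in the place of the OB group, gave 52 transcripts. These are 6.63% and 5.06% of the transcripts called higher than sham in each group. The count of 102 was 209 without non-OB 1 and 66 without sham 2. With the slide as a block it was 2, in a fit that called only 4 transcripts higher in OB than in sham. With the slide as a random block, a setting chosen after the data were seen, it was 239. At the level of lists, MHC class II presentation was 0.24 higher in OB than in non-OB (median log2 change, adjusted p = 4.23e-06 from camera) and MHC class I presentation 0.15 higher (adjusted p = 1.63e-06), with 3 and 2 of the OB arrays above all non-OB arrays. Neither list was called by fry or with an estimated correlation.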

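In the non-OB group 1027 transcripts, of 641 named genes, were called higher and 402, of 304 named genes, lower than in the sham group by limma. With the slide as a block, in which slide 1 alone holds both non-OB and sham arrays, limma called 0 and 0. At an unadjusted p under 0.05 that fit had 3691 higher and 5057 lower. Without sham 2 the counts of calls were 277 and 29. Of the transcripts called higher in OB, 947 were called higher in non-OB as well, and of those called lower in OB, 370. No transcript was called in opposite directions. The transcripts called higher in OB had a median log2 change of 1.72 in non-OB, and those called lower a median of -1.12. The sign was the same in both groups for 99.9% of the transcripts called in OB. Both comparisons use the same 3 sham arrays, and in 20 simulations of unchanged groups against them 84.3% of as many transcripts with the largest changes had the same sign. The correlation of the 2 changes across all probes was 0.869, against 0.499 in the simulations. The median log2 change of all probes was 0.13 in non-OB, and quantile normalization moved it to -0.02, so that changes of this size have no sure direction. Between OB and non-OB no transcript was called in limma in either direction. At an unadjusted p under 0.05, 307 were higher and 795 lower in OB in limma, and 301 and 711 in the methods' t-test, which left none after Benjamini-Hochberg adjustment. This balance depended on the scaling as well, with 576 higher and 576 lower after quantile normalization and 533 and 507 after normexp with quantile normalization in limma. The counts also moved to 361 higher and 2447 lower without non-OB 1, and to 518 and 1331 with the slide as a block. In camera, the T cell list was 0.42 higher in OB than in non-OB (median log2 change, adjusted p = 1.71e-16), with 3 of 3 OB arrays above all non-OB arrays, the macrophage list 0.53 higher (adjusted p = 2.54e-13) with 2 of 3, and the interferon gamma list 0.35 higher (adjusted p = 1.74e-11) with 1 of 3. The smallest adjusted p was that of the skeletal muscle list, which was 2.08 higher in OB, or 1.68 with bounded members at their bounds (adjusted p = 5.27e-18), with 2 of 3. With 1 array left out in turn, the median of the skeletal muscle list lay between 0.81 and 3.17. In the same way it lay between 0.21 and 0.58 for the T cell and interferon gamma lists and between 0.43 and 0.53 for the macrophage list. Among other lists of immunity, the chemokine list was 0.14 higher (adjusted p = 3.19e-06) with 3 of 3, or 0.07 to 0.22 with 1 array left out. The natural killer cell and toll-like receptor lists were called at 0.03 and 0.04 (adjusted p = 0.0322 and 0.0437), and both calls were lost after quantile normalization. The interleukin-17 list was not called at -0.16 (adjusted p = 0.396), with 3 of 3 OB arrays below all non-OB arrays. The B cell list at -0.19 (adjusted p = 0.566), the follicular helper T cell list at 0.04 (adjusted p = 0.109) and the plasma cell list at -0.01 (adjusted p = 0.974) were not called either, apart from calls of the follicular helper list without non-OB 1 (higher) and of the plasma cell list without OB 2 (lower). Camera called 7 lists lower in OB. The endothelial list (median -0.41, adjusted p = 6.14e-11) and the alveolar type 1 list (-0.42, adjusted p = 1.1e-09) had 3 of 3 OB arrays below all non-OB arrays. The mesothelial list (-0.53, adjusted p = 1.91e-05) had 2 of 3. The others were the smooth muscle, cilium movement, club cell and alveolar type 2 lists, with medians of -0.32, -0.27, -0.47 and -0.14. None of the 29 lists differed between OB and non-OB by fry, whose smallest adjusted p was 0.122. In settings chosen after the data were seen, fry called none with the slide as a block (smallest adjusted p 0.055) and 1 list, alveolar type 1 cells, with the slide as a random block (median -0.42, adjusted p = 0.0474). From the transcripts higher in OB than in non-OB, the paper reasons that the immune response of the non-OB group is activated less than that of the OB group.

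**Figure D1:**
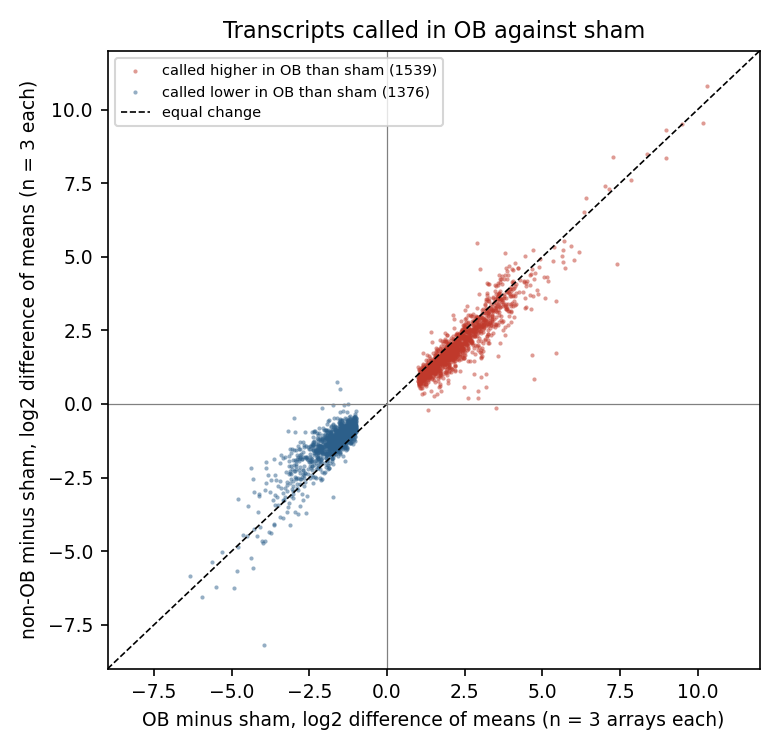
Changes of the 1539 transcripts called higher (red) and the 1376 called lower (blue) in OB against sham. The horizontal axis is the log2 difference of the OB and sham means and the vertical axis that of the non-OB and sham means (3 arrays per group), on fitted values that are no bounds for probes at background. The dashed line marks an equal change in both groups. Most points lie between this line and the horizontal zero line, for transcripts that were selected on the OB arrays.

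**Figure D2:**
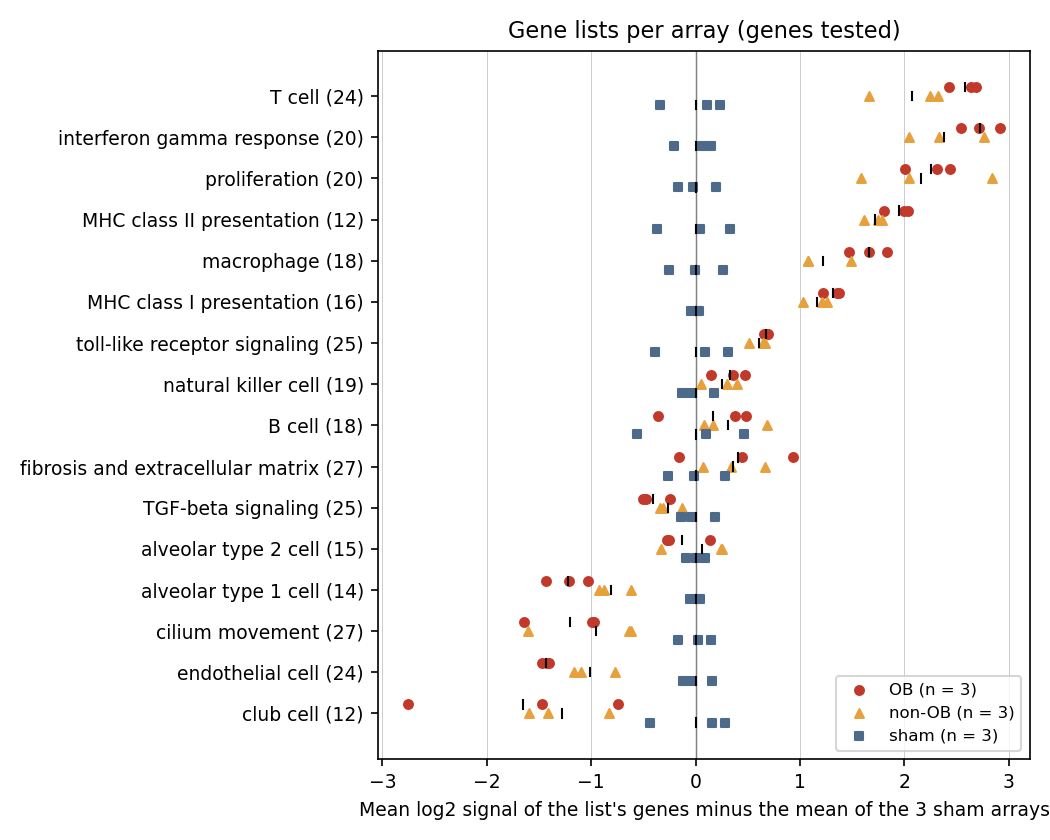
Mean log2 signal of 16 gene lists on each array, as the difference from the mean of the 3 sham arrays (horizontal axis). Each point is 1 array, black ticks are the means of 3 arrays, and the number of genes tested stands in parentheses. In the T cell list the OB arrays lie above the non-OB arrays and both above the sham arrays, whereas the arrays of the 3 groups overlap in the B cell list.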

### Upregulation was verified for select genes in the lung grafts, LNs, and spleens using qPCR

In the lung grafts, *Tlr2*, *Ccl3*, *H2Ab1*, *Il21*, *Ifng*, and *Pdcd1* expression was significantly upregulated in the OB group compared to the sham group (*P* < 0.05) (Fig 6). Further, *Tlr2*, *Il21*, *Ifng*, and *Pdcd1* expression in the non-OB lung grafts was also significantly upregulated compared to that in the sham group, although the levels were still relatively low compared to the OB group. In the LNs and spleens, expression of all of these target genes was reduced in the OB group; however, that of *Pdcd1*, *Ighg3*, and *Il21* were still 2.0-fold overexpressed in the LNs, and *Il21* was still 2.0-fold overexpressed in the spleens (Fig 7). Compared to the non-OB group, the expression of *Ighg3*, *Il21*, *Ccl3*, and *H2-ab1* was upregulated in both the lung grafts and LNs of the OB group, while the expression of all of the genes was similar in the spleen (Fig 8).

**Fig 6:**
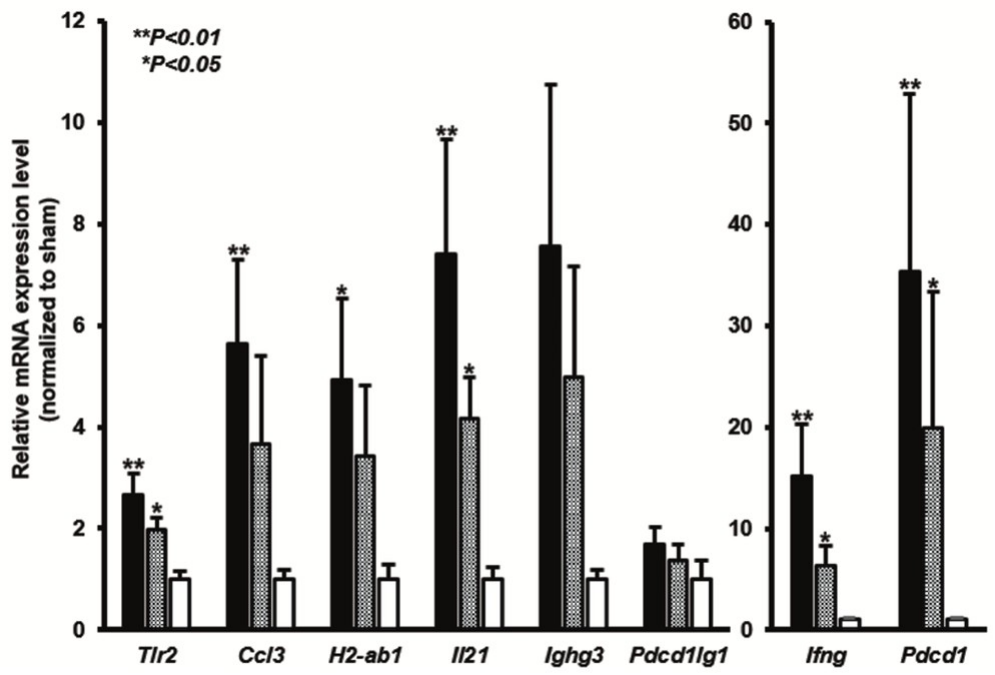
The mRNA expression of representative genes was verified in lung grafts from OB mice. The microarray data is shown (A). The expression of *Tlr2*, *Ccl3*, *H2-ab1*, *Il21*, *Ighg3*, *Ifng*, *Pdcd1*, and *Pd1lg1* were examined by qPCR in the sham, non-OB, and OB groups (B). The mean mRNA expression of each gene in the sham group was defined as 1 and all the other expression values were calculated relative to this level. Bars represent the means ± SE from at least 5 individual mice in each group. Black bar, OB; grey bar, non-OB; white bar, sham. **P < 0.01, *P < 0.05, compared to the sham group.

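On the arrays, *Ifng* (NM_008337) was at 10.09 ± 0.47 in OB, 9.42 ± 0.38 in non-OB and 6.75 ± 0.53 in sham (log2 mean ± SD, n = 3 each). *Pdcd1* (NM_008798) was at 11.26 ± 0.76 in OB, 10.14 ± 0.68 in non-OB and 5.25 ± 0.80 in sham. *Cd274* (NM_021893), the ligand of *Pdcd1*, was at 11.14 ± 0.13 in OB, 10.93 ± 0.24 in non-OB and 9.35 ± 0.09 in sham. The log2 fold changes of OB against sham were 3.34 (SE 0.36, adjusted p = 0.00307 from limma) for *Ifng*, 6.01 (SE 0.55, adjusted p = 0.002) for *Pdcd1* and 1.78 (SE 0.18, adjusted p = 0.00286) for *Cd274*, and all 3 OB arrays lay above all sham arrays for each gene. None of these calls held with the slide as a block. Over 28 alternative settings the log2 fold changes stayed at or above 2.59 for *Ifng*, 3.94 for *Pdcd1* and 1.72 for *Cd274*, and 27, 27 and 26 settings kept the call. In the non-OB group *Tlr2* was at 11.52 ± 0.20, *Ccl3* at 9.11 ± 0.37, *H2-Ab1* at 17.55 ± 0.21 and *Il21* at 6.12 ± 0.48 (log2 mean ± SD, n = 3). No probe of the arrays could be matched to *Ighg3*.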

**Fig 7:**
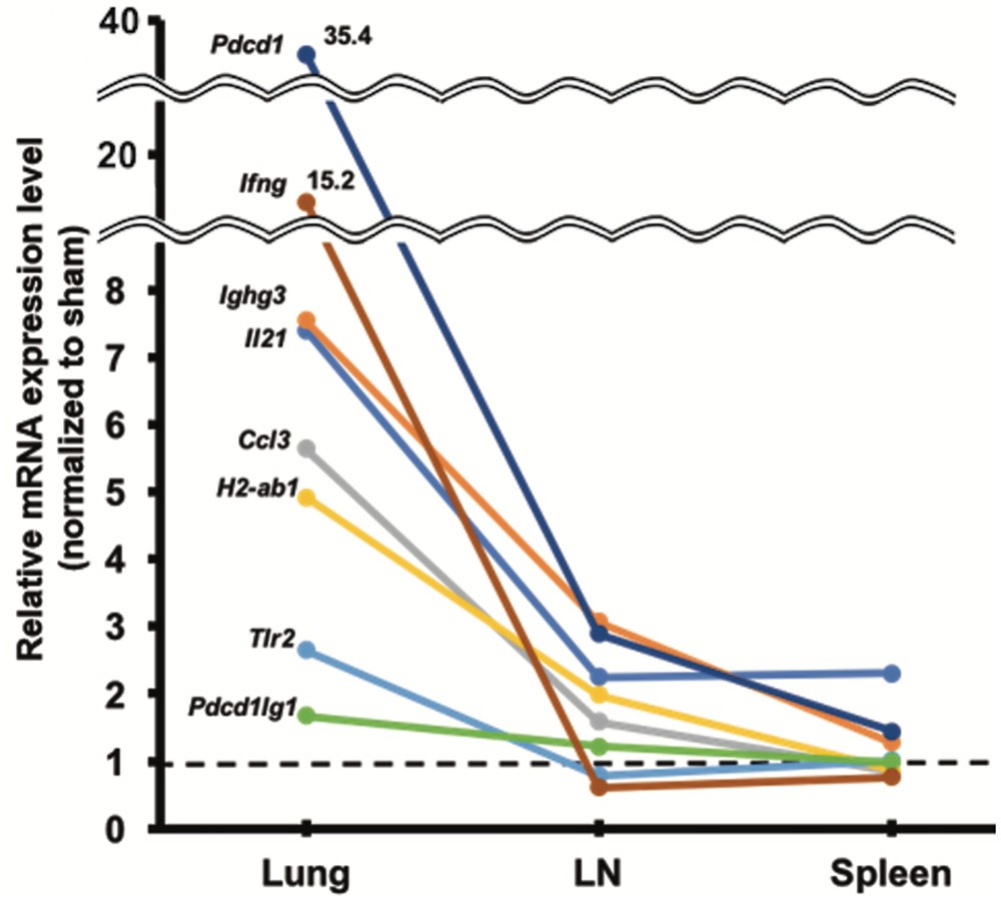
The mRNA expression of representative genes in lung grafts, lymph nodes, and spleens of OB mice compared to that of sham mice. The mean mRNA expression of each gene in the sham group was defined as 1 and all the other expression values were calculated relative to this level. The differences in gene expression between the OB and sham groups were reduced in the left mediastinal lymph nodes and spleens compared to the differences in lung graft expression. However, some genes, such as *Pdcd1*, *Ighg3*, and *Il21*, were still upregulated above 2-fold in the left mediastinal lymph nodes.

**Fig 8:**
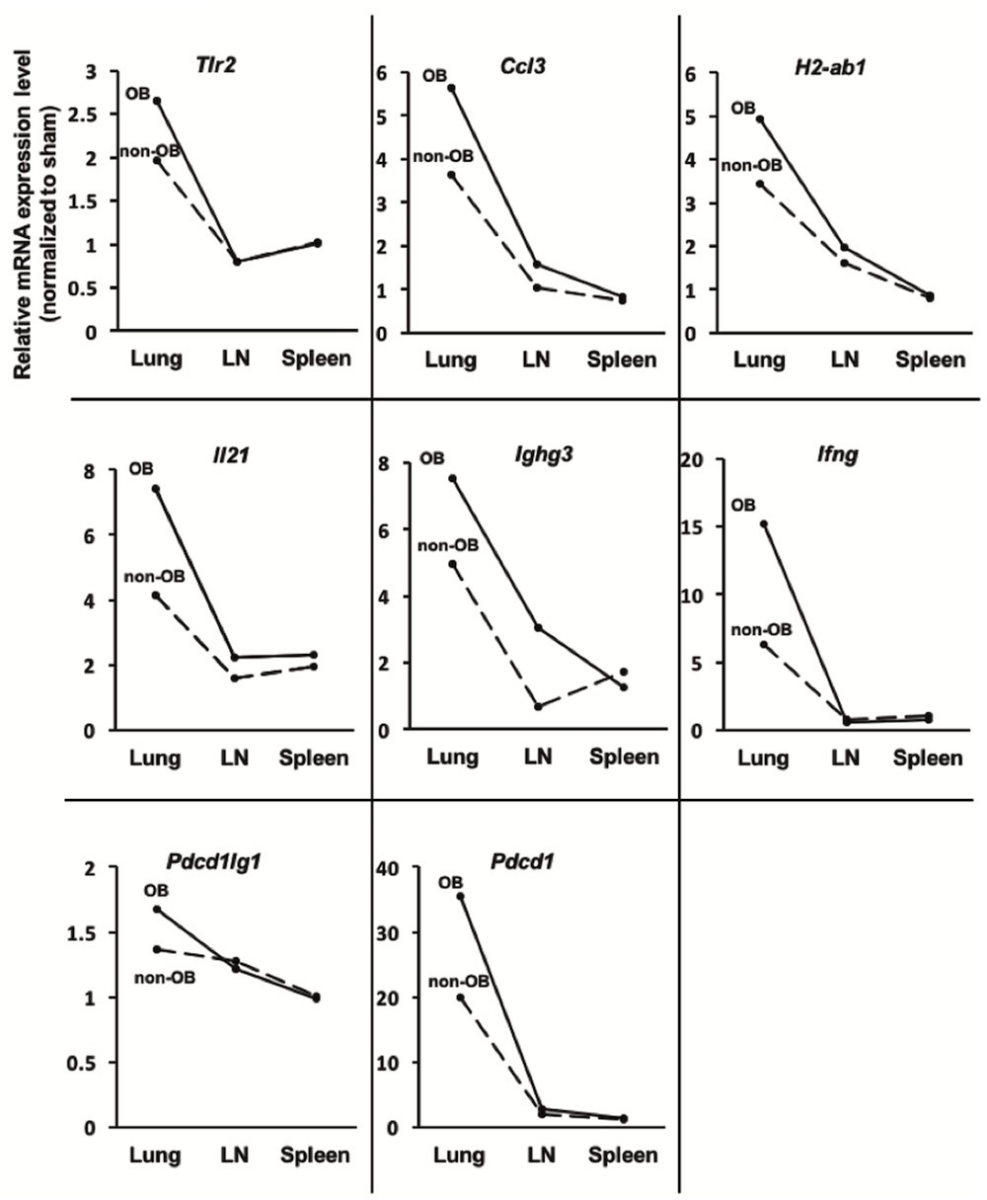
The mRNA expression of representative genes in lung grafts, lymph nodes, and spleens of OB mice compared to that of non-OB mice. The mean expression of each gene in the sham group was defined as 1 and all the other expression values were calculated relative to this level. The expression of *Ighg3*, *Il-21*, *Ccl3*, *H2-ab1*, and *Pdcd1* was more upregulated in the mediastinal lymph nodes as well as the lungs of OB mice compared to that observed in non-OB mice.

## Discussion

OB is a major characteristic of BOS [10], which is the most significant barrier to long-term lung transplant patient survival [1, 2]. Microarray analysis was recently applied to evaluate OB-mediated gene expression changes [13–16]. As animal models are a useful tool for studying OB, we utilized microarray analysis to study gene expression in our recently developed murine OB orthotopic lung transplantation model. We observed significant histological differences in the OB lung grafts compared to the sham group, while less severe differences were observed for the non-OB grafts. This was also reflected in gene expression. This is the first study evaluating comprehensive gene expression during OB caused by mHA disparity in a murine orthotopic lung transplantation model.

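When all 6 allografts were set against the 3 sham lungs in limma, 1849 transcripts of 1069 named genes were called higher and 1438 of 1012 named genes lower. In 22.6% of all probes the 6 allografts did not overlap with the sham lungs, against 2.38% by chance. Of the transcripts called higher in OB, 86.3% had a higher mean in OB than in non-OB, and of those called lower, 91.9% had a lower mean. These transcripts were selected on the same OB arrays. Of the transcripts called higher in non-OB, 27.0% had a higher mean in non-OB than in OB, and of those called lower in non-OB, 33.1% had a lower mean there. In 28.8% of all probes the non-OB arrays did not overlap with the sham arrays, and in 3.95% the OB arrays did not overlap with the non-OB arrays, where chance gives 10% for 3 against 3 arrays.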

mHA is defined as a non-MHC antigenic gene product that induces CD4^+^ and CD8^+^ T cell infiltration, triggering an immune response [22]. mHA is also presented by MHC class II antigen-presenting cells (APCs) of the donor or recipient [23]. Furthermore, mHA disparity has been shown to induce cellular and humoral immune rejection of kidney transplantation [23–25]. For example, non-human leukocyte antigen (non-HLA) antibodies are an important factor in renal transplants [24, 26] and the number of mismatched HLAs is associated with survival, with no mismatches having the best chance for survival [27]. Surprisingly, recent studies have shown that non-MHC mismatched cases also have a high risk of developing BOS [28, 29], indicating this pathology as a factor in the poor outcome of many lung transplants. These data also suggest that an immune response other than MHC disparity, such as non-HLA antibody-related immune changes, is crucial for BOS. Therefore, the present study using microarray analysis to evaluate broad gene expression changes in our recently developed OB model was performed to elucidate the immunological mechanisms of BOS pathogenesis.

Intensive staining of H2-ab1 was observed in our OB mice, similar to previous studies [30, 31]. Various mediators of inflammation, such as ischemia reperfusion injury (IRI) and viral infection, can upregulate MHC molecules [32, 33]. For example, interferon-γ induces *de novo* MHC class II antigen expression in non-APCs [34, 35], and a significant upregulation of *Ifng* expression was observed after treatment. 

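The interferon gamma response list of 20 genes, which holds genes induced by this cytokine and *Ifng* itself, had a median log2 change of 2.21 in OB against sham (adjusted p = 1.68e-22 from camera), with 19 genes called higher. In non-OB against sham the median was 1.88 (adjusted p = 5.1e-22 from camera) with 17 genes called, and in both groups 3 of 3 arrays lay above all sham arrays. *Ifng* differed between OB and non-OB by 0.67 (SE 0.36) on the log2 scale and was not called there.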

Notably, H2-ab1 over-expression in the bronchial epithelium may not be crucial for OB development in our model because it is an MHC-matched model. However, some studies have shown that the amount of MHC antigen was related to the severity of the bronchial injury [32, 36], and that MHC class II mismatch and anti-MHC class II antibodies in the donor play a more important role than MHC class I in human lung [37, 38] and kidney transplants [39, 40]. Furthermore, MHC class II over expression in bronchial epithelium might impaired the inhibitory effect to T cell proliferation in the bronchial epithelium cells [41]. Therefore, immune mediators, such as interferon γ, could induce the expression of MHC class II antigens regardless of MHC disparity and inhibiting these factors could be an efficient treatment for chronic transplant rejection, especially AMR.

B cell infiltration as well as *Il21* and *Ighg3* upregulation was also observed in the OB mice. 

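The B cell gene *Ms4a1* was not called in OB against sham, with a log2 fold change of -0.29 (SE 0.39). At *Il21* the difference between OB and non-OB was 0.54 (SE 0.28) on the log2 scale, which was not called. Probes of other immunoglobulin constant regions could be named only by their descriptions in S2 Table. The paper lists there transcripts that were higher in OB than in sham, so that the direction of these probes follows from that selection, and no alternative was run for them. Immunoglobulin heavy constant gamma 1 was not well above background on any sham array and was at least 218-fold higher, with 11.82 ± 0.87 in OB and 11.83 ± 0.73 in non-OB (log2 mean ± SD, n = 3). Immunoglobulin heavy constant gamma 2B was 233-fold higher in OB (log2 fold change 7.86, SE 0.85, adjusted p = 0.00323 from limma) and 194-fold higher in non-OB. Immunoglobulin heavy constant mu was 9.21-fold higher in OB and 13.0-fold higher in non-OB. No immunoglobulin constant probe was called between OB and non-OB in limma. *Ighg3* itself was not analysed here.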

IL21 is a pro-inflammatory cytokine that is strongly related to transplant immunology [42]. It is also an important mediator of follicular T cell function and promotes B cell differentiation and immunoglobulin production [43]. *Ighg3* encodes IgG3, which is a member of one of the most effective subclasses of humoral immunity and is involved in both complement activation and antibody-dependent cellular cytotoxicity (ADCC) during transplantation [44, 45]. Changes in these genes highlight distinct changes in immune function that greatly affect transplant effectiveness.

Notably, the innate immune response was the predominant pathway highlighted by the upregulated genes in the OB mice. 

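Among lists of innate immunity, the chemokine list of 25 genes had a median log2 change of 2.31 in OB against sham (adjusted p = 1.69e-14 from camera), with 18 genes called higher and 1 lower. The macrophage list of 18 genes had a median of 1.56 (adjusted p = 3.04e-11), with 9 genes called higher. The interleukin-17 list of 13 genes had a median of 0.43 (adjusted p = 0.00305) with 3 genes called, and *Il17a* itself was not well above background on any OB or sham array. Of lists that stand for adaptive immunity, MHC class I presentation with 16 genes had a median of 1.34 (adjusted p = 1.02e-15) and the follicular helper T cell list with 12 genes one of 1.18 (adjusted p = 2.88e-04). In each of these 5 lists 3 of 3 OB arrays had a higher mean than all sham arrays. Whether innate lists changed more than adaptive ones was not tested.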

*Ccl3* and *Tlr2* were verified as representative genes of this pathways. *CCL3* has been shown to be upregulated in ADCC during renal transplantation [46], but the present study is the first to demonstrate a change it its expression during BOS. ADCC is initiated by the Fc portion of antibodies interacting with leukocytes, such as NK cells, via Fc-receptors [47], and it plays an important role in AMR [48]. The role of an NK cell-mediated pathway in OB is supported by a recent report [49]. Moreover, TLRs also play a central role in the innate immune response, especially for IRI [50]. Interestingly, TLR2 is upregulated in IRI and is related to BOS development [51, 52]. An antagonist of TLR2 was also clinically applied to enhance outcome for renal transplant patients [53]. These data indicate a significant role for the innate immune response during OB/BOS development.

Further, in addition to the innate immune response, this study also revealed a role for adaptive immunity during OB. Indeed, a number of representative genes were upregulated during OB, although they were also significantly upregulated in non-OB mice, compared with their expression in the sham controls. 

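In non-OB against sham, *Ccl3* had a log2 fold change of 1.79 (SE 0.24, adjusted p = 0.0117 from limma), *H2-Ab1* one of 1.54 (SE 0.20, adjusted p = 0.00954), *Ifng* one of 2.67 (SE 0.36, adjusted p = 0.0109), *Pdcd1* one of 4.89 (SE 0.55, adjusted p = 0.00658) and *Cd274* one of 1.57 (SE 0.18, adjusted p = 0.00731). *Il21* was at least 4.20-fold higher. *Tlr2*, with a log2 fold change of 0.83 (SE 0.18), was not past the threshold (adjusted p = 0.0593 from limma), so that 6 of these 7 genes were called in non-OB. Without sham 2 the calls of *Ccl3*, *H2-Ab1* and *Ifng* were lost, and with the slide as a block none of the 6 calls held. The fitted log2 fold changes of these 6 genes stayed positive in all 28 alternative settings. The differences between OB and non-OB were positive for all 7 genes on the means, and none was called in limma. The methods' t-test without adjustment called *Ccl3* and *Tlr2* higher in OB, and after Benjamini-Hochberg adjustment neither. The largest were 1.28 (SE 0.24) at *Ccl3*, with an unadjusted p of 7.34e-04, and 1.12 (SE 0.55) at *Pdcd1*, with an unadjusted p of 0.0739 in limma. As a list, the 7 genes were 0.54 higher in OB than in non-OB (median log2 change, adjusted p = 2.37e-09 from camera, 3 of 3 OB arrays above all non-OB arrays), and fry did not call the list. The paper drew its marker genes from its analysis of these same arrays, so that this p is not independent evidence.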

Youssef et al. [54] similarly observed that the degree of antigenic disparity between donor and recipient, fully allogenic compared with mHA-mismatched, did not influence the expression of all cellular immune responses during graft rejection following skin and heart transplant. Although they evaluated gene expression by semi-quantitative PCR, our quantitative microarray and qPCR analyses provide more detail concerning the moderate immune response in non-OB transplants. Our results suggest that bronchial epithelium lysis leading to OB development depends on the degree of both innate and adaptive immunity, and the response level may be regulated by non-immune reactions to the graft, such as reperfusion or infection.

The representative gene verified to evaluate adaptive immunity was *Pdcd1*. The pathway involving PD-1, PD-L1, and PD-L2 has been identified as a potential biomarker of immunotolerance during transplantation [55, 56]. In fact, PD-1 is overexpressed during T cell exhaustion, which is a state of T cell dysfunction characterized by progressive loss of function following chronic antigenic stimulation. Elevated urinary PD-1 mRNA levels have also been associated with acute rejection [55]. Moreover, PD-1 expression on CD8+ T cells is critical for tolerance induction *in vivo* [56]. These data as well as ours demonstrate that PD-1 expression in lung grafts could be used as a potential biomarker of OB.

It is important to note that *Il-21*, *Ighg3*, and *Pdcd1* were upregulated in the LNs as well as the lung grafts of OB mice. The LNs are considered to be an important site of antigen presentation and lymphocyte maturation. This is particularly important during OB diagnosis as its heterogeneous distribution makes detection with traditional TBB difficult. Thus, LN biopsy using endobronchial ultrasound-guided transbronchial needle aspiration could circumvent these issues. Additional work is required to evaluate LN biopsy as a potential diagnostic tool for OB.

The current study does have some limitations. First, the number of animals in this study was relatively low, which caused statistical limitation. Three animals were only used for microarray analysis, so we couldn’t evaluate with standard threshold such as false discovery late. However, to overcome this limitation, five or six animals were used for validation in qPCR and we validated the expression level in local and systemic lymphoid tissue as well as lung. 

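With 3 arrays against 3 there are 10 ways to split the 6 arrays, so that an exact two-sided permutation test cannot go below p = 0.1. No other split of the OB and sham arrays gave any call in limma in either direction, and for OB against non-OB at most 1 transcript was called in any split. On simulated data made from the spread of these arrays, 200 of 56601 probes were changed. Of these, limma called 67.5% for OB against sham and 64.5% for OB against non-OB, none of them in the wrong direction. It also called 5 and 6 unchanged probes. These shares hold only for changes of the simulated size. They do not give the share of smaller differences between OB and non-OB that limma would find. The methods' t-test called 633 transcripts higher and 462 lower in OB than in sham after Benjamini-Hochberg adjustment.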

Some genes were upregulated in LNs of OB, which is not previously described. To reduce the number of animals in terms of animal protection, the further investigation is needed using clinical lung samples. Second, this study analyzed whole lungs, which contain various cell types, such as fibroblasts, endothelial cells, and immune cell. Further investigation of the infiltrating cells should be needed by flow cytometry. Third, we did not evaluate the cellular reaction between the donor and recipient *in vitro*. Some reports indicate that the origin of the infiltrating fibroblasts and lymphocytes into the OB lesion is important [57, 58]. We speculate that the lung grafts contain both donor and recipient cells. Therefore, we used the lungs from both C57BL/6 and C57BL/10 as a control after confirming their similar gene expression after sham surgery. 

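The grafts came from C57BL/10 donors. When the strain of the sham lungs was added to the model, so that the OB grafts were set against the C57BL/10 sham lung alone, 693 transcripts were called higher and 225 lower in limma. In a fit without the C57BL/10 lung, 873 transcripts were called higher and 594 lower. The 873 transcripts had a median log2 change of 2.18 against the C57BL/6 lungs and of 2.48 against the C57BL/10 lung, which had no part in their selection, and 99.1% of them were higher than in that lung as well. For the 594 transcripts the medians were -1.79 and -1.55, and 96.0% were lower. These values rest on a single C57BL/10 lung.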

Finally, the entire analysis was performed only at day 21 after transplantation. That may explain why known rejection signals, such as TGF-β signaling, which occur earlier were not observed in this study. 

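The TGF-β signaling list of 25 genes had a median log2 change of -0.30 in OB against sham and was not past the threshold (adjusted p = 0.062 from camera), with 5 genes called lower and none higher. By fry it was called lower (adjusted p = 0.0137), and over all alternatives the adjusted p ranged from 0.00946 to 0.438, always with a negative median. In non-OB against sham the median was -0.19 (adjusted p = 0.0714 from camera). *Tgfb1* had a log2 fold change of 0.43 (SE 0.19, adjusted p = 0.266 from limma) and was not called.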

Fibrosis gene expression also possibly occurs prior to histological changes [59] and may have also been missed. Thus, other time points should be investigated to evaluate earlier gene expression changes as well as the duration of gene upregulation of the immune-related genes found in this study. 

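The fibrosis and extracellular matrix list of 27 genes had a median log2 change of 0.32 in OB against sham and was not past the threshold (adjusted p = 0.139 from camera). The OB arrays differed from each other, and only 2 of 3 had a higher mean of the list than all sham arrays. Over the alternatives the adjusted p ranged from 0.00204 to 0.803, and the list was called higher in 9 of 29, among them quantile normalization (median 0.38) and the fit without OB 3 (median 0.60). *Col1a1* was at 14.64 ± 1.02 in OB and 13.68 ± 0.55 in sham (log2 mean ± SD, n = 3 each) and was not called (log2 fold change 0.96, SE 0.63, adjusted p = 0.397 from limma). *Timp1* and *Spp1* had log2 fold changes of 0.51 (SE 0.48) and 0.59 (SE 0.40) and were not called either. *Mmp12*, an enzyme of macrophages, was called higher (log2 fold change 4.08, SE 0.68, adjusted p = 0.0141), a call that was lost without sham 2 and without sham 3, and *Acta2*, a marker of smooth muscle and of myofibroblasts, was called lower (log2 fold change -1.64, SE 0.26, adjusted p = 0.0111), although 1 of its other 2 well-measured probes was not called and the call was lost without sham 2.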

Further study is needed with physiological evaluation (e.g. spirometry) as well as molecular analysis to develop the early detection tool for clinical use.

## Conclusions

In this study, we performed the first comprehensive gene expression analysis in OB after murine orthotopic lung transplantation. Our results suggest that mHA disparity induced adaptive and innate immune responses caused by humoral rejection as well as cellular rejection. Moreover, some novel genes related to these pathways were upregulated in the LNs as well as the lung grafts of OB mice. Taken together, our findings provide insight into the mechanism underlying OB development and can be used to help develop diagnostic tools and treatments for BOS.

## Supporting information

S1 Data Supplemental material and methods. (PDF) Click here for additional data file.

S2 Data *PLOS ONE* humane endpoints checklist. (DOCX) Click here for additional data file.

S1 Fig Marker extraction of BO. To identify regulated transcripts in the data processing, the fold changes between the compared groups and *P* values with *t* test were calculated. The *t* test was performed on normalized data processed with log2 transforming. The threshold for selecting regulated transcripts was set at a ≥ 2-fold or ≤0.5-fold change and a *P* value <0.05 from sham group at mean value. For compared to non-OB, upregulated transcripts were extracted with *P*<0.05 among those 2,169 upregulated transcripts.
(PDF) Click here for additional data file.

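The selection that S1 Fig describes was also run here as the methods state it, on the log2 values of the 3 arrays of each group, at an unadjusted p under 0.05 and a ratio of the mean signals of at least 2 or at most 0.5. The methods' t-test then gave 2400 transcripts higher and 2300 lower in OB than in sham.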

S2 Fig Unsupervised two-way hierarchical clustering of all six samples. Unsupervised two-way hierarchical clustering based on standard deviation (above 1.8) classified lung samples into two groups: allografts and sham group. The two types of sham, C57BL/10 and C57BL/6, had similar mRNA expression compared to allografts.
(PDF) Click here for additional data file.

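The standard deviation of the log2 values over the 9 arrays was above 1.8 for 610 probes. With the distance and linkage that the methods name, the arrays fell into a cluster of the 6 allografts and a cluster of the 3 sham lungs. In a division into 3 clusters, OB 1 and OB 2 formed one cluster, OB 3 and the 3 non-OB grafts another and the sham lungs the third. Of the 620 spots above the same limit, 168 were bright on a single array only, where they were at least 8 times as bright as on the next array. The cluster of the sham lungs held the same number of arrays, 3, under the 75th percentile and quantile scalings, the filters on dim probes, average linkage, Euclidean distance and all transcripts. The number of probes fell to 351 when only probes well above background on all arrays of a group were used, and to 199 when dim signals were raised to a common floor of 31.7.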

S1 Table Primers for qPCR. (XLSX) Click here for additional data file.

S2 Table Gene list showing at least two-fold upregulation in OB group compared to sham group. (XLSX) Click here for additional data file.

S3 Table Gene list showing at least two-fold down regulation in OB group compared to sham group. (XLSX) Click here for additional data file.

S4 Table Gene list showing upregulation in OB group compared to non-OB group. (XLSX) Click here for additional data file.

# Supplementary material for: Differential gene analysis during the development of obliterative bronchiolitis in a murine orthotopic lung transplantation model: A comprehensive transcriptome-based analysis
**Source:** PLoS One. 2020 May 8;15(5):e0232884. doi: 10.1371/journal.pone.0232884
**Supplement:** S1 Data

## **Supplemental Information**

### **Differential gene analysis during the development of obliterative bronchiolitis in a murine orthotopic lung transplantation model: a comprehensive transcriptome-based analysis**

**Author:** Atsushi Hata<sup>1</sup>, Hidemi Suzuki<sup>1</sup>, Takahiro Nakajima<sup>1</sup>, Taiki Fujiwara<sup>1</sup>, Yuki Shiina<sup>1</sup>, Taisuke Kaiho<sup>1</sup>, Takahide Toyoda<sup>1,2</sup>, Terunaga Inage<sup>1</sup>, Takamasa Ito<sup>1</sup>, Yuichi Sakairi<sup>1</sup>, Hajime Tamura<sup>1</sup>, Hironobu Wada<sup>1</sup>, Yoshito Yamada<sup>1</sup>, Masako Chiyo<sup>1</sup>, Keisuke Matsusaka<sup>3</sup>, Masaki Fukuyo<sup>3,4</sup>, Ken-ichi Shinohara<sup>3</sup>, Sakae Itoga<sup>5</sup>, Shinichiro Motohashi<sup>2</sup>, Kazuyuki Matsushita<sup>5</sup>, Atsushi Kaneda<sup>3</sup>, Ichiro Yoshino<sup>1</sup>

**Correspondence information:** Hidemi Suzuki, MD, PhD,

## **Supplemental Materials and Methods**

### ***Animals***

Specific pathogen-free male inbred C57BL/6 (H2<sup>b</sup>) and C57BL/10(H2<sup>b</sup>) mice were purchased from CLEA Japan, Inc. (Tokyo, Japan) and the Central Institute for Experimental Animals (Kanagawa, Japan), respectively. They were housed at the Biomedical Research Center at Chiba University School of Medicine in accordance with institutional guidelines. C57BL/10 (H2<sup>b</sup>) were used as donors and C57BL/6(H2<sup>b</sup>) as recipients at 8–12 weeks of age (body weight, 24–32 g).

### ***Surgical technique***

The orthotopic transplantation of the left lung was performed as described previously.<sup>1</sup> Briefly, the left lung of donor was harvested and prepared for the recipient by the attachment of cuffs made from intravenous catheter (pulmonary artery (PA), 20-gauge; pulmonary vein (PV), 22-gauge; bronchus (Br), 20G, respectively). After left thoracotomy and gentle traction of hilar PA, PV and Br were performed for the recipient, the donor lung was transplanted by inserting cuffs into the recipient PA, PV and Br. All surgical procedures were performed by A.H. utilizing sterile techniques. Only thoracotomy was performed for sham. Buprenorphine (0.05–

0.15 mg/kg) was administered immediately after surgery and every 8 hours for 2–3 days post-surgery. The transplanted lung grafts and the left lungs for sham group were harvested 21 days post-surgery along with the mediastinal lymph nodes (LNs) and spleens. Each lung was separated into two specimens for pathological examination and gene profiling.

### ***Pathological evaluation***

Lung grafts were harvested, fixed in glutaraldehyde, and paraffin embedded. Each lung was sectioned and stained with hematoxylin/eosin and Masson Trichrome stain to evaluate the presence of airway fibrosis and to diagnose OB. The analysis was performed by two independent investigators (AH and SH) in conjunction with an experienced pathologist (MK), as described previously.<sup>2</sup>

### ***RNA extraction***

All samples were immediately frozen at -80°C with Allprotect Tissue Reagent (Qiagen, Hilden, Germany) according to the manufacturer's protocol. For microarray analysis, total RNA from the samples was isolated by homogenization of the frozen tissue using TissueLyser II (Qiagen) and purified by NucleoSpin® RNA XS (MACHEREY-NAGEL) as described in the

manufacturer's protocol. For quantitative real-time PCR (qPCR), total RNA from each lung graft, LN, and the spleen was isolated and purified using a MagNA Lyser® and MagNA Pure Compact RNA Isolation Kit (Roche Diagnostics PLEASANTON, United States) per the manufacturer's protocol.

### ***Comprehensive microarray analysis***

Purified mRNA from nine lung grafts (OB, non-OB, and sham; n = 3 in each group) were subjected to a microarray analysis with a coverage of 59,305 transcripts (Agilent SurePrint G3 Mouse Gene Expression 8× 60K arrays; Agilent Technologies) as follows.

Cyanine-3 (Cy3) labeled cRNA was prepared from 0.1 µg of total RNA using a Low Input Quick Amp Labeling Kit (Agilent) according to the manufacturer's instructions. These labeled cRNAs were then purified with an RNeasy column (Qiagen, Valencia, CA). Dye incorporation and cRNA yield were checked with a NanoDrop ND-2000 Spectrophotometer. A total of 0.6 µg of Cy3-labeled cRNA was then fragmented at 60°C for 30 minutes in a reaction volume of 25 µl containing 1× Agilent fragmentation buffer and 2× Agilent blocking agent following the manufacturer's instructions. After fragmentation, 25 µl of 2× Agilent hybridization buffer was added to the fragmentation mixture and hybridized to SurePrint G3 Mouse Gene Expression

8× 60K arrays (Agilent Technologies) for 17 hours at 65°C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed for 1 minute at room temperature with GE Wash Buffer 1 (Agilent), followed by a 1 minute wash at 37°C with GE Wash buffer 2 (Agilent). Immediately after washing, the slides were scanned on an Agilent SureScan Microarray Scanner (G2600D) using the one color scan setting for 8× 60k array slides (Scan Area, 61 × 21.6 mm; Scan resolution, 3 µm; Dye channel, Green Photomultiplier tube is set to 100%).

The scanned images were analyzed with Feature Extraction Software 12.0.3.1(Agilent) using the default parameters to obtain background subtracted and spatially detrended processed signal intensities. The processed signal intensities were then normalized using the global scaling method. A trimmed mean probe intensity was determined by removing 2% of the lower and higher ends of the probe intensities and was then used to calculate the scaling factor. Normalized signal intensities were then calculated from the target intensity on each array using the scaling factor, whereby the trimmed mean target intensity of each array was arbitrarily set to 2500.

### ***Hierarchical clustering analysis***

Hierarchical clustering was carried out based on the city-block distance and complete linkage

clustering algorithms in both sample and probe directions using Cluster 3.0 software.<sup>3</sup> The heat map was drawn using Java Tree View software.<sup>4</sup>

### ***Identification of upregulated and downregulated transcripts***

To identify regulated transcripts in the OB samples, gene expression was compared to the sham group and the fold change for each gene was calculated. Student's *t* tests were performed on normalized data processed with log2 transformation of the normalized signal intensities described above. The thresholds used to determine differential transcript expression were a mean fold change  $\geq 2$ -fold or  $\leq 0.5$ -fold and a *P* value  $< 0.05$ . This analysis identified 2,164 upregulated transcripts in the OB samples compared to the sham. To compare the OB samples to the non-OB samples, these 2,164 upregulated transcripts were again analyzed in terms of their fold change and Student's *t*-tests ( $P < 0.05$ ). Gene ontology (GO) term in biological processes (GOTERM\_BP\_FAT) enrichment was then analyzed for the extracted gene lists using the Functional Annotation tool at DAVID Bioinformatics Resources (<http://david.abcc.ncifcrf.gov/>). A significant change in the GO analysis was set at  $P < 1.0 \times 10^{-5}$ .

### ***Quantitative real-time PCR (qPCR)***

For validation with additional samples (n = 5–6 each), we verified the expression of toll like receptor 2 (*Tlr2*), C-C motif chemokine ligand 3 (*Ccl3*), histocompatibility 2, class II antigen A, beta 1 (*H2-ab1*), interleukin-21 (*Il-21*), immunoglobulin heavy constant gamma 3 (*Ighg3*), interferon gamma (*Ifng*), programmed cell death 1 (*Pdcd1*), and programmed cell death 1 ligand 1 (*Pdcd1lg1*) in the LN, spleen, and lung samples. For qPCR, 500 µg of total RNA (100 µg for LN) was treated with RNase-free DNase I to remove genomic DNA and was reverse-transcribed using a QuantiTect Reverse Transcription kit (Qiagen). Notably, for *Il-21* and *Ifng*, 1000 µg of total RNA (100 µg for LN) was used for reverse-transcription because these genes are expressed at relatively low levels in all of the tissues examined. The cDNA was then amplified using primers purchased from Qiagen (listed in Supplementary Table S1) in conjunction with a QuantiTect SYBR Green PCR kit (Qiagen). Quantification of gene expression was performed with a sequence-detection system (CFX96 Touch™ Real-Time PCR Detection System; Bio-Rad Laboratories, Hercules, CA) according to the manufacturer's protocol. Target gene mRNA expression was calculated with calibration curves for each individual gene using standard samples and was normalized to that of the housekeeping gene beta-actin (*Actb*). If the expression level of the sample was under the lower limit of

quantification, it was expressed as the minim expression level of standard used in each calibration curve. The relative expression was scaled such that the mean expression of each gene in the sham group equaled one. The experiment was duplicated, and the mean and standard error were calculated.

### ***Immunohistochemical staining***

For immunohistochemical staining, paraffin sections were cut (about 3 mm in thickness) and mounted on silane-coated slides. Tissue staining was then performed with the following primary antibodies per the manufacturer's protocols: rat monoclonal anti-H2-Ab1 antibody (#77-190; Prosci Inc, Poway, USA), rabbit monoclonal anti-CD3 antibody (#ab16669; Abcam plc, Cambridge, UK), rat monoclonal anti-CD45R antibody (#MCA1258G; Bio-Rad Laboratories), and rabbit polyclonal anti-C4d antibody (#HP8033; Hycult biotech, Uden, NL). The immunoreaction was visualized using peroxidase-diaminobenzidine (DAB). The sections were counterstained with hematoxylin.

### ***Statistical analysis***

Differences in gene expression by qPCR were tested individually using the Steel test. The

expression in the sham group was used as a control. Statistical analysis was performed using JMP (version 15.0).  $P < 0.05$  was considered statistically significant. Hierarchical clustering was performed using Cluster 3.0 software<sup>3</sup>. The heat maps were drawn with Java Tree View software<sup>4</sup>.

### **Supplemental References**

1. Suzuki H, Fan L, Wilkes DS: Development of obliterative bronchiolitis in a murine model of orthotopic lung transplantation. J Vis Exp 2012.
2. Fan L, Benson HL, Vittal R, et al.: Neutralizing IL-17 prevents obliterative bronchiolitis in murine orthotopic lung transplantation. Am J Transplant 2011;11:911-22.
3. de Hoon MJ, Imoto S, Nolan J, Miyano S: Open source clustering software. Bioinformatics 2004;20:1453-4.
4. Saldanha AJ: Java Treeview--extensible visualization of microarray data. Bioinformatics 2004;20:3246-8.

# Supplementary material for: Differential gene analysis during the development of obliterative bronchiolitis in a murine orthotopic lung transplantation model: A comprehensive transcriptome-based analysis
**Source:** PLoS One. 2020 May 8;15(5):e0232884. doi: 10.1371/journal.pone.0232884
**Supplement:** S2 Data

*PLOS ONE* Humane Endpoints Checklist

*PLOS ONE* manuscript number: PONE-D-19-24392

**Complete the following if your study design includes death of a regulated animal as a likely outcome or planned experimental endpoint. Please also include all information in the Methods section of your manuscript.**

**ITEM 1.** **Describe whether humane endpoints* were used for all animals involved in the study.**

|  | **Recommendation** | **Section/Paragraph** |
| --- | --- | --- |
| **If humane endpoints* were used, report the following:** | | |
| **1** | **The specific criteria used to determine when animals should be euthanized** | **Materials and Methods/Surgical Technique** |
| **2** | **Once animals reached endpoint criteria, the amount of time elapsed before euthanasia** | **Materials and Methods/Surgical Technique** |
| **3** | **Whether any animals died before meeting criteria for euthanasia** | **Materials and Methods/Surgical Technique** |
| **If humane endpoints* were not used, report the following:** | | |
| **1** | **A scientific and ethical justification for the study design, including the reasons why humane endpoints could not be used, and discussion of alternatives that were considered but could not be used** |  |
| **2** | **Whether the institutional animal ethics committee specifically reviewed and approved the anticipated mortality in the study design** |  |

**ITEM 2.** **Include the following details of the study design and outcomes.**

|  | **Recommendation** | **Section/Paragraph** |
| --- | --- | --- |
| **1** | **The duration of the experiment** | **Materials and Methods/Surgical Technique** |
| **2** | **The numbers of animals used, euthanized, and found dead (if any); the cause of death for all animals** | **Materials and Methods/Surgical Technique** |
| **3** | **How frequently animal health and behavior were monitored** | **Materials and Methods/Surgical Technique** |
| **4** | **All animal welfare considerations taken, including efforts to minimize suffering and distress, use of analgesics or anaesthetics, or special housing conditions** | **Materials and Methods/Surgical Technique** |
| **5** | **Any special training in animal care or handling provided for research staff** | **Materials and Methods/Surgical Technique** |

***Definition of a humane endpoint**

A humane endpoint is an experimental endpoint at which animals are euthanized when they display early markers associated with death or poor prognosis of quality of life, or specific signs of severe suffering or distress. Humane endpoints are used as an alternative to allowing such conditions to continue or progress to death following the experimental intervention (“death as an endpoint”), or only euthanizing animals at the end of an experiment. Before a study begins, researchers define the practical observations or measurements that will be used during the study to recognize a humane endpoint, based on anticipated clinical, physiological, and behavioral signs. These may include, for instance, body temperature or weight changes, tumor size or appearance, abnormal behaviors, pathological changes, ruffled fur, reduced mobility, body posture, or expression of specific body fluid markers. Please see the NC3Rs guidelines for more information.

**ARRIVE Guidelines**

*PLOS ONE* encourages authors to follow the [Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines](http://www.nc3rs.org.uk/arrive-guidelines) for all submissions describing laboratory-based animal research and to upload a completed [ARRIVE Guidelines Checklist](http://www.nc3rs.org.uk/sites/default/files/documents/Guidelines/NC3Rs%20ARRIVE%20Guidelines%20Checklist%20%28fillable%29.pdf) to be published as supporting information.

# Supplementary material for: Differential gene analysis during the development of obliterative bronchiolitis in a murine orthotopic lung transplantation model: A comprehensive transcriptome-based analysis
**Source:** PLoS One. 2020 May 8;15(5):e0232884. doi: 10.1371/journal.pone.0232884
**Supplement:** S1 Fig — To identify regulated transcripts in the data processing, the fold changes between the compared groups and P values with t test were calculated. The t test was performed on normalized data processed with log2 transforming. The threshold for selecting regulated transcripts was set at a ≥ 2-fold or ≤0.5-fold change and a P value <0.05 from sham group at mean value. For compared to non-OB, upregulated transcripts were extracted with P<0.05 among those 2,169 upregulated transcripts.

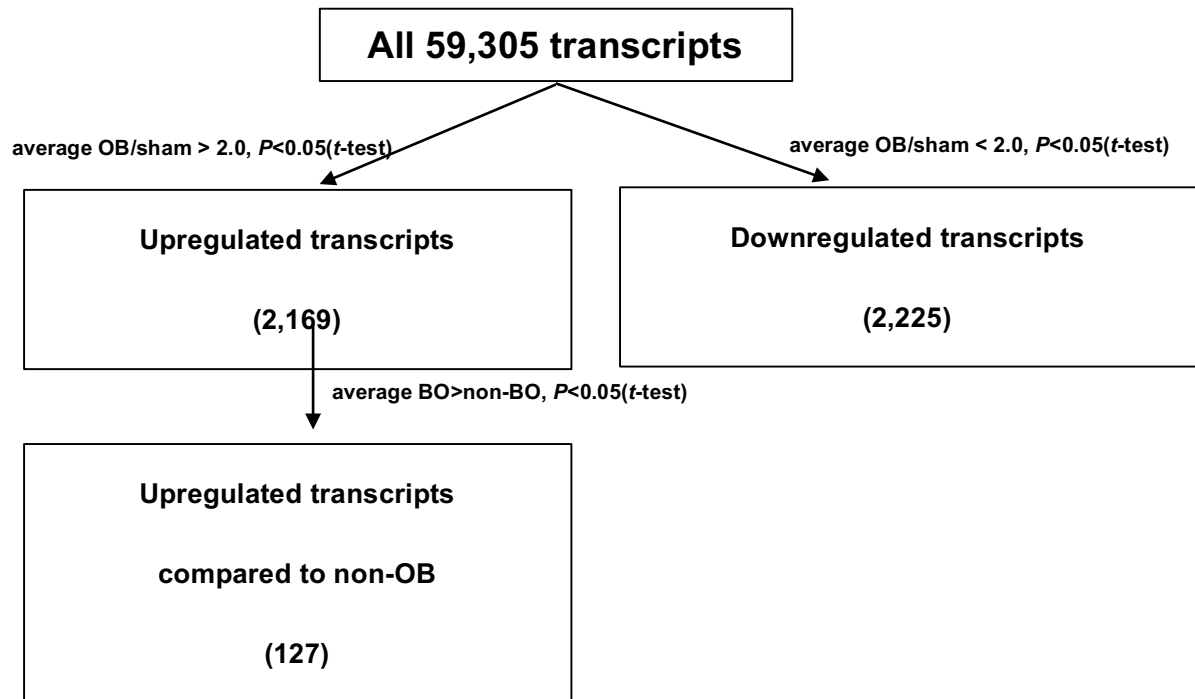

**S1 Fig. Marker Extraction of BO.** To identify regulated transcripts in the data processing, the fold changes between the compared groups and  $P$  values with  $t$  test were calculated. The  $t$  test was performed on normalized data processed with log2 transforming. The threshold for selecting regulated transcripts was set at a  $\geq 2$ -fold or  $\leq 0.5$ -fold change and a  $P$  value  $< 0.05$  from sham group at mean value. For compared to non-OB, upregulated transcripts were extracted with  $P < 0.05$  among those 2,164 upregulated transcripts.

# Supplementary material for: Differential gene analysis during the development of obliterative bronchiolitis in a murine orthotopic lung transplantation model: A comprehensive transcriptome-based analysis
**Source:** PLoS One. 2020 May 8;15(5):e0232884. doi: 10.1371/journal.pone.0232884
**Supplement:** S2 Fig — Unsupervised two-way hierarchical clustering based on standard deviation (above 1.8) classified lung samples into two groups: allografts and sham group. The two types of sham, C57BL/10 and C57BL/6, had similar mRNA expression compared to allografts.

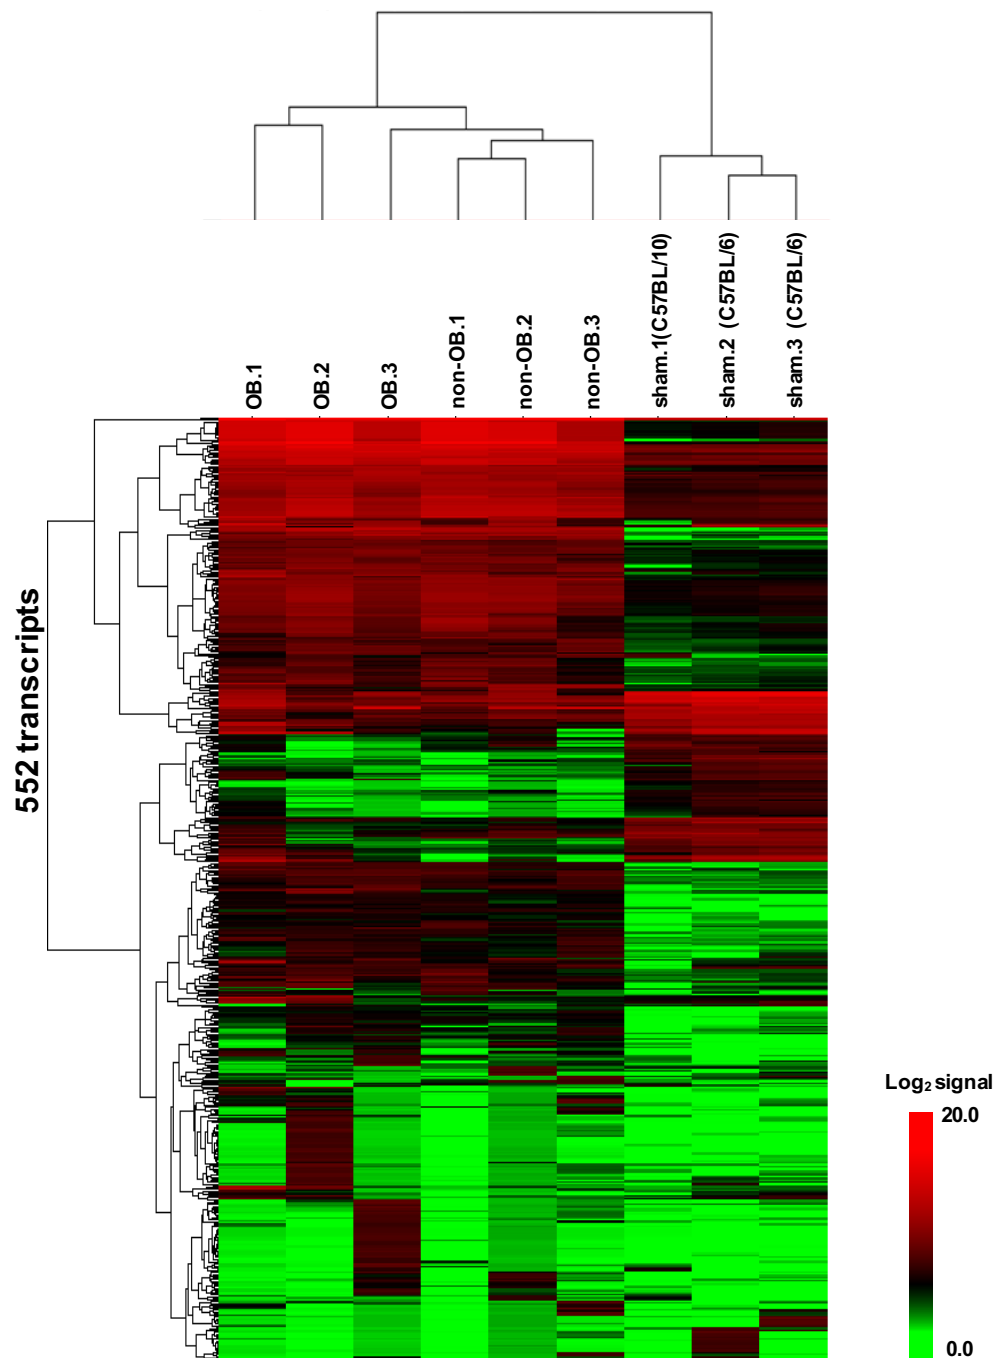

## S2 Fig. Unsupervised two-way hierarchical clustering of all six samples.

Unsupervised two-way hierarchical clustering based on standard deviation (above 1.8) classified lung samples into two groups: allografts and sham group. The two types of sham, C57BL/10 and C57BL/6, had similar mRNA expression compared to allografts.

How the deposited data were processed for this re-analysis (not part of the article)

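Whole left lungs of 3 OB grafts, 3 non-OB grafts and 3 sham-operated mice at day 21 were measured on 1 array each. The authors labelled the RNA with 1 dye, scanned the arrays and extracted background-subtracted, spatially detrended signals, and they deposited the intensity of each spot. They also deposited a value table of intensities scaled so that the mean over the spots, trimmed by 2% at each end, is 2500 on each array. Everything else was computed here. Control spots, 3671 on each array, and spots marked as outliers, 53 to 111 on an array, were left out. The 300 probes printed 10 times were averaged on the log2 scale, and 4 probes without an unmarked spot on some array were left out. Of the tested probes, 35038 were well above background on all arrays of a group and 13444 on no array. Where a probe was not well above background on any array of a group, only a bound of its fold is given, and none where both groups were below background. No 2 arrays held identical values.

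The groups were taken from the sample labels and the strains of the sham lungs from S2 Fig. The tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. Exceptions are the later change of the naming rule to 1 probe per gene and the tests and settings stated as chosen after seeing the data. The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with 1 mean for each of the 3 groups and a shared spread, on all 9 arrays. The 6 allografts against the 3 sham lungs were fitted with 2 means. Benjamini-Hochberg adjustment covered all tested probes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statmod 1.5.0 were used beside it.

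Genes were named through their accessions in RefSeq's table for GRCm38.p6, which matched 32991 probes of 22909 genes. The arrays were designed on another build, so no coordinates are given. Another 345 probes are named only in S2, S3 and S4 Tables. The tables were used for 1649 of the paper's 2169 transcripts in S2 Table, 1648 of its 2225 in S3 Table and all 127 in S4 Table, and no overlap with them was tested. The genes named are those the paper names for the arrays, members of the gene lists, and the 5 largest rises and falls among called probes whose groups do not overlap and that are well above background on all arrays of the brighter group. The rule for the largest changes was first applied to every probe and then, after the values were seen, to 1 probe per gene, the one with the highest mean log2 signal over the 9 arrays. Of 30 gene lists, 29 had a matched member, and the list of the strain marker *Nnt* had none.

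The lists were tested with camera at its preset correlation, adjusted over all lists, with fry and an estimated correlation as alternatives. Lists with no result at a conclusion of the paper were, in OB against sham, proliferation (20 genes, median log2 change 2.26, adjusted p = 8.73e-19 from camera), smooth muscle (13 genes, -1.52, adjusted p = 6.93e-08), lymphatic endothelial cell (10 genes, 0.37, adjusted p = 0.13), Schwann cell (17 genes, -0.11, adjusted p = 0.653), Y chromosome and *Xist* (5 genes, 0.13, adjusted p = 0.622) and the genes the study measured by qPCR (7 genes, 3.07, or 2.61 with bounded members at their bounds, adjusted p = 3.54e-11). The paper drew the qPCR genes from its analysis of these same arrays, so that the p of their list is not independent evidence. Fry also called the lymphatic endothelial cell, Schwann cell and TGF-β lists in OB against sham. No alternative was run for the probes of immunoglobulin constant regions that S2 Table describes. The cardiac muscle, skeletal muscle and circadian clock lists stand among the additional observations.

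The code was tested on simulated data with 200 changed probes. It recovered 67.5% of them for OB against sham, 67% for non-OB against sham, 64.5% for OB against non-OB and 81% for the allografts against sham. These shares hold for changes of the simulated size and say nothing about smaller ones. Of 200 unchanged lists none was called. The simulated genes varied independently, so that this could not show false calls that come from correlation between genes. The alternatives were other scalings, background corrections, filters, spread models, thresholds, designs, set tests and the methods' t-test, and each array left out in turn. Normexp used the median signal of the spots. The scan day was not used as a block because it splits the arrays as the slide does. The GO enrichment, qPCR and histology were not analysed here, and some members of the gene lists are not reported here.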

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

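Among the tests in this part, those of muscle tissue in the samples, of the slide in non-OB against sham and fry with the slide in the model were chosen only after the results were seen. Of 29 gene lists, 3 had 1 allograft far from the other 5, judged by its gap to the nearest array divided by the range. Chance marks about 1 in 20 groups in this way. No biological explanation was tested for these 3, since the arrays concerned are single members of a group.

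The mean log2 signal of the cardiac muscle list was 8.21 in OB 1, while the other allografts lay between 6.02 and 6.63. Muscle tissue in the sample was tested as an explanation. Of the 5 members most abundant in the sham lungs, OB 1 minus the highest other allograft was at most 0.67 on the log2 scale, at *Myl4*, and it was -0.12 at *Myh6*. Heart muscle would have raised these as far as the others and is argued against as the source. Over 5 members named as atrial or ventricular, OB 1 minus the highest other allograft had a median of 0.28 on the log2 scale and 3 of 5 were highest in OB 1, while over 3 members shared with slow skeletal muscle the median was 3.06. Skeletal muscle tissue is open as a candidate source. It needs the shared members to rise, as they did, and members found in heart muscle alone to stay. *Sln* was 3.18 higher in OB 1 than in the highest other allograft. Whether *Sln* is confined to heart muscle was not tested, so that its rise does not argue against skeletal muscle.

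The mean log2 signal of the follicular helper T cell list was 9.08 in non-OB 2, with the nearest allograft at 9.49. That of the toll-like receptor list was 9.83 in non-OB 2, with the nearest at 9.97. After quantile normalization the gap of the lowest allograft fell from 0.73 to 0.223 of the range in the first list and from 0.78 to 0.296 in the second. The scaling of the arrays may therefore account for both.

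By camera 20 of 29 gene lists differed between OB and non-OB, 13 higher and 7 lower in OB. By fry none did, with a smallest adjusted p of 0.122, and with an estimated correlation none did, with a smallest adjusted p of 0.0873. With the slide in the model, fry called none with a fixed block (smallest adjusted p 0.055) and 1, the alveolar type 1 list, with a random block (adjusted p = 0.0474). At the level of single transcripts limma called none, with 307 higher and 795 lower at an unadjusted p under 0.05, or 576 and 576 after quantile normalization. With a count of 0, all 10 of 10 splits of the 6 grafts give a count as large in either direction by construction, so the splits say nothing about chance. Of the 1539 transcripts higher in OB than in sham, 102 were also higher than in non-OB, and the mirrored selection gave 52. Selection on the same arrays may therefore account for a part of the 102. Injury in OB grafts stays open as a biological explanation.

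The paper states for representative genes that they were higher in non-OB than in sham and gives no count of transcripts for this comparison, in which limma called 1027 higher and 402 lower. Only 1 of 10 splits, the real one, gave a count as large in either direction. With 3 arrays against 3 the share cannot fall below 0.1, so chance cannot be excluded by this count. Leaving out slide 1 sets 2 non-OB grafts against sham 3 alone, so that a count of 0 in limma there says nothing about the slide. At an unadjusted p under 0.05 and a change of 2 times, 2412 were higher and 1075 lower. Of these, 81.2% and 83.1% kept their direction between non-OB 1 and the sham lungs of slide 1, against 50.0% of all probes in either direction, which argues against the slide as the whole cause. A fit against the C57BL/10 sham alone rests on 1 array, with its spread taken from the other groups, and cannot decide on strain. In each of the 1027 and 402 called transcripts the non-OB arrays did not overlap with the sham arrays, the C57BL/10 lung included. That lung took part in their selection, so strain stays open. Transplantation itself stays open for this group. Without sham 2 the counts were 277 and 29.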

How the results depend on the processing

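The slide as a random block, the first slide as a covariate, fry with the slide as a fixed or a random block and the 4 counts by spot were chosen after the data were seen. Unless another cause is named, the cause of a change was not tested.

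The methods' t-test without adjustment gave 2400 transcripts higher and 2300 lower in OB than in sham, 2264 and 1354 in non-OB than in sham, 301 and 711 in OB than in non-OB, and 2864 higher in allografts than in sham. After Benjamini-Hochberg adjustment it gave 633 and 462 for OB and sham and 0 and 0 for non-OB and sham, where 3676 higher and 5122 lower transcripts had an unadjusted p under 0.05 in that test and limma called 1027 and 402. A test against a change of 2 times (limma's treat) gave 211 and 20 for OB, 100 and 12 for non-OB, 325 and 34 for the allografts, and 29 transcripts higher in OB than in sham and non-OB, by its own construction fewer.

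Normexp with quantile normalization gave 784 transcripts lower in OB, 1021 higher and 696 lower in the allografts, and 194 higher in OB than in both other groups, for which quantile normalization alone gave 169. With detected probes only, 708 were lower in non-OB. With 2 groups only in the fit, 536 were higher and 194 lower in non-OB. Without a fold threshold 2524 were lower in the allografts. Array weights gave 2804 higher and 2439 lower in OB and 232 higher than in both other groups. Against the C57BL/10 sham alone the counts were 693 and 225 for OB, 334 and 55 for non-OB and 853 and 193 for the allografts, with 1 sham array in place of 3.

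With the slide as a fixed block, in which slide 1 alone carries the comparisons with sham directly, the counts were 4 and 0 for OB, 0 and 0 for non-OB, 792 and 366 for the allografts, and 2 higher in OB than in both other groups. At an unadjusted p under 0.05 limma had 3471 and 7052 for OB and 3691 and 5057 for non-OB in that fit. With the slide as a random block 2161 were lower in OB, 881 lower in non-OB and 239 higher in OB than in both other groups. The methods' t-test by spot gave 2449 higher and 2346 lower in OB. The count of lower transcripts was 2271 with detected spots, 2134 with spots of equal variances only and 2225 with the unequal-variance form of the methods' t-test for the others.

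Samples with the same number did not all deviate together, with correlations of deviations from -0.517 (OB 2 and non-OB 2) to 0.489 (OB 1 and non-OB 1). For non-OB and sham they were positive, at 0.157, 0.204 and 0.426 for numbers 1, 2 and 3. Samples with different numbers had correlations from -0.684 (OB 1 and non-OB 3) to 0.614 (OB 2 and non-OB 3). These values therefore do not decide whether the numbers pair the samples. With the replicate number as a block the counts were 883 lower in OB and 584 higher and 127 lower in non-OB.

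With 1 array left out in turn, the counts lay between 727 (without sham 2) and 1518 for transcripts higher in OB, 357 (without sham 2) and 1407 for lower in OB, 66 (without sham 2) and 209 (without non-OB 1) for higher in OB than in both other groups, 277 and 920 for higher and 29 and 403 for lower in non-OB, both lowest without sham 2, and 1105 and 2029 for higher and 498 and 1609 for lower in the allografts, both lowest without sham 2. Between OB and non-OB they stayed at 0 in limma, which had 307 higher and 795 lower at an unadjusted p under 0.05 with all arrays. The cluster of the sham lungs held 3 arrays in each setting, or 2 where a sham lung was left out. The standard deviation above 1.8 held for 351 probes with detected probes only and 199 with a floor.

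Of the lists called by camera, 20, 19 and 20 for OB against sham, non-OB against sham and OB against non-OB, an estimated correlation left 2, 2 and 0 and fry left 0 in the last. With the slide as a fixed block fry left 0 there, and 1 with the slide as a random block. The proliferation list reversed between OB and non-OB without non-OB 3, with a median log2 change of -0.15 in place of 0.09, and was at 0.40 without non-OB 1. Over all settings of the genes named, 1092 values in OB against sham kept their side of the threshold, 100 lost the call and 11 gained one. In non-OB against sham these numbers were 1022, 159 and 22, and in OB against non-OB 1154, 0 and 6. Over the lists they were 786, 29 and 26 for OB against sham, 783, 33 and 25 for non-OB against sham and 696, 134 and 10 for OB against non-OB. Quantile normalization moved the median log2 change of all probes in the allografts from 0.11 to -0.01. The 13444 probes that were well above background on no array allow no fold.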

Differences from the paper's values

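The paper gives 2225 transcripts lower in OB than in sham, and 1376 were called here. Of the 25 alternatives set before the data were examined, 5 came within 1.5 times the paper's value. They were the methods' t-test (2300), detected probes only (1799), the intensity trend (1586), no fold threshold (1743) and array weights (2439). The other 20 did not. They were the methods' t-test after Benjamini-Hochberg adjustment (462), the 75th percentile (1107), normexp with quantile normalization (784), quantile normalization (1247), the authors' value table (1376), a floor (1093), 2 groups only (1203), the test against a change of 2 times (20), the replicate number as a block, the C57BL/10 sham alone (225), each of the 9 arrays left out (357 to 1407) and the slide as a block, where limma called 0 and had 7052 at an unadjusted p under 0.05. Among settings chosen after seeing the values, the slide as a random block (2161), the first slide as a covariate (1552), the count by spot (2346), by spot with detection (2271), with equal variances only (2134) and with the unequal-variance form of the methods' t-test (2225) came within it as well. The last of these equals the paper's value, and it also gave 2168 higher transcripts and 127 higher than in both other groups, beside the paper's 2169 and 127.

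The paper gives 1587 genes among the lower transcripts, and 963 were counted here by gene names. Counted by the distinct transcript identifiers of the array, an alternative set before the data were examined, they were 1206, which is within 1.5 times. Several identifiers can belong to 1 gene, so that 1206 is not a count of genes like the paper's.

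Fig 5A of the paper shows B cell activation and natural killer cell mediated immunity among the GO terms of the upregulated genes. The GO terms were not tested here, and the lists of marker genes used in their place need not hold the same genes. The B cell list, with a median log2 change of -0.10, and the natural killer cell list, with one of 0.03, were not called by camera. The B cell list was called against the C57BL/10 sham alone (median 0.59), and the natural killer cell list with detected probes only (0.06), with a floor (0.03), with the slide as a block (0.22) and against the C57BL/10 sham alone (0.07).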

Other observations

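The tests of the strain without sham 1, the bright spots, skeletal muscle, *Tlr4*, the clock genes, the slide in the split of 3 arrays and the loss and dilution of cardiac muscle as explanations of that list were chosen only after the results were seen.

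Chance was weighed by other splits of the arrays. For OB against sham 1 of 10 splits gave a count as large for higher and 1 of 10 for lower transcripts, and 10 splits cannot exclude chance. For the allografts against sham, 1 of 84 splits gave as many higher transcripts and 2 of 84 as many lower, which excludes chance at 0.05.

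A strain difference between C57BL/10 grafts and C57BL/6 sham lungs would shrink the changes against the C57BL/10 sham. The 873 transcripts called higher in OB without that lung had a median log2 change of 2.48 against it and 2.18 against the C57BL/6 lungs, and 594 called lower had medians of -1.55 and -1.79, which argues against strain as the cause of the set, as far as 1 array goes. Leaving out slide 1 leaves sham 3 as the only sham array, assumed to vary like the other groups, and limma then called no transcript. That count says nothing about the slide, and the test used an unadjusted p under 0.05 and a change of 2 times, a choice made after that count was seen. Of 2259 transcripts higher by this rule, 86.5% were higher in OB 1 than in the sham lungs of slide 1 as well, against 43.7% of all probes, and of 2376 lower ones 85.4% were lower, which argues against the slide as the whole cause.

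The cardiac muscle list had a median log2 change of -3.14 in OB (25 genes, adjusted p = 3.67e-12 from camera) and -4.24 in non-OB against sham, with 3 of 3 arrays below all sham arrays in both. With members below background at their bounds the medians were -3.04 and -3.51. *Myh6*, an abundant gene of the list, was at 14.52 to 15.98 there and at 6.35 to 11.30 in the grafts. A hypothesis is that cardiac muscle in the walls of the pulmonary veins was lost when the graft was prepared. The fall of -4.24 in non-OB is consistent with it and lies beyond that of smooth muscle (-0.99). A separate test, of this loss as the cause of all lower transcripts, was set before the list's values were seen and also asked for no difference between OB and non-OB. Camera called the list higher in OB (median 0.54, adjusted p = 4.59e-07), which fry did not, and only OB 1 lay above all non-OB arrays. Dilution by leukocytes is argued against, since the largest fall of a list of resident lung cells was -1.80, in club cells. The loss of cardiac muscle cannot be the cause of all lower transcripts, as the endothelial list changed by -1.37. Dilution is argued against for these as well, since the type 1 list minus the type 2 list of alveolar cells changed by -1.09 (SD 0.14) in OB, where dilution would move both alike. Injury of single cell types stays open and was not tested.

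The skeletal muscle list had a median log2 change of 1.47 in OB against sham (18 genes, adjusted p = 0.0159 from camera) that was 0.40 and not called without OB 1, and fry did not call it. OB 1 and OB 2 lay above the other 7 arrays in 11 of 18 members, and OB 1 above the other 8 arrays in 17. *Myh2* was at 12.54 in OB 1 and 8.76 in OB 2 and at 2.48 in OB 3, and *Tnni2*, an abundant member, was at 13.14, 11.94 and 11.23. Of the members 10 were well above background on all 9 arrays, and none is in the cardiac muscle list. Skeletal muscle tissue in these 2 samples is a candidate explanation. In non-OB against sham the list had a median of -0.42 (adjusted p = 0.318 from camera).

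*Tlr4* was at 8.63 and 8.60 on the log2 scale in the C57BL/6 shams and not well above background in sham 1. The 6 grafts lay between 7.21 and 7.77, and grafts minus C57BL/6 shams was -1.17. A strain difference, with recipient cells in the grafts, is consistent with this. Poor hybridisation of sham 1 is argued against, as 3 of 19023 probes bright in both C57BL/6 shams fell at least as far as the bound of *Tlr4*, *Tlr4* included.

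The circadian clock list was not called in OB against sham (median log2 change 0.13 and mean -0.05, which differ in sign, adjusted p = 0.847 from camera). Of 29 alternatives only the C57BL/10 sham alone, which is sham 1, called it, as lower (median -0.97, adjusted p = 0.0144), and the adjusted p ranged up to 0.987. In sham 1, 17 of 17 members moved as a shift to the opposite phase would move them. The grafts lay between the C57BL/6 shams and sham 1, at 0.295 to 0.583 of the way with a median of 0.458. Time of day and strain cannot be told apart, since sham 1 is the only sham lung of its strain.

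Of 658 spots at least 8 times as bright on 1 array as on the next, 46.05% lay within 2 rows and columns of another on the same array, against 1.86% of dim spots. A local blemish on the array is consistent with this, and no biological explanation was tested.

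The other split of the arrays with as many lower transcripts, seen from its mirror, set OB 2, OB 3 and non-OB 3 against the other 6 arrays, with 3289 probes higher and 97 lower. Median signals of the 3289 probes were 7.69, 7.21 and 7.94 on these 3 arrays and 5.55 to 6.50 on the others. Of the 3289 probes 15.7% had a RefSeq name, against 58.3% of all probes, and 18 were among the transcripts called higher in OB than in sham. Genomic DNA stays open. The 1386 olfactory and vomeronasal receptor probes changed by -0.10 in this split after quantile normalization and by 0.14 on the scaled values, and with 7.86% to 15.8% of them well above background on an array they decide nothing. Quantile normalization left 1351 of the calls in number, so the scaling may account for a part but not for all. The slide stays open. OB 2 and non-OB 3 share one, while the deviations of OB 3 and non-OB 2, which share another, had a correlation of 0.0747. No biological explanation was tested.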
